# Identification and application of an exocarp-preferential promoter for genetic engineering of tomato fruit

**DOI:** 10.1093/hr/uhae035

**Published:** 2024-01-31

**Authors:** Xue-Ming Ruan, Xiangyu Xiong, Jian-Feng Li

## Abstract

Tomato (*Solanum lycopersicum*) is a globally cultivated crop with great economic value. The exocarp determines the appearance of tomato fruit and protects it from various biotic and abiotic challenges at both pre-harvest and post-harvest stages. However, no tomato exocarp-specific promoter is currently available, which hinders exocarp-based genetic engineering. Here, we identified by RNA sequencing and reverse transcription-quantitative PCR analyses that the tomato gene *SlPR10* (*PATHOGENESIS RELATED 10*) was abundantly and predominantly expressed in the exocarp. A fluorescent reporter expressed by a 2087-bp *SlPR10* promoter (*pSlPR10*) was mainly detected in the exocarp of transgenic tomato plants of both Ailsa Craig and Micro-Tom cultivars. This promoter was further utilized for transgenic expression of *SlANT1* and *SlMYB31* in tomato, which are master regulators of anthocyanin and cuticular wax biosynthesis, respectively. *pSlPR10*-driven *SlANT1* expression resulted in anthocyanin accumulation in the exocarp, conferring gray mold resistance and extended shelf life to the fruit, while *SlMYB31* expression led to waxy thickening in the fruit skin, delaying water loss and also extending fruit shelf life. Intriguingly, *pSlPR10* and two other weaker tomato exocarp-preferential promoters exhibited coincided expression specificities in the gynophore of transgenic *Arabidopsis* (*Arabidopsis thaliana*) plants, providing not only an inkling of evolutionary homology between tomato exocarp and *Arabidopsis* gynophore but also useful promoters for studying gynophore biology in *Arabidopsis*. Collectively, this work reports a desirable promoter enabling targeted gene expression in tomato exocarp and *Arabidopsis* gynophore and demonstrates its usefulness in genetic improvement of tomato fruit quality.

## Introduction

Tomato (*Solanum lycopersicum*) is one of the most important crops in the world owing to its broad planting areas, fast growth, and relatively high yield. With rich nutritional value, tomato fruit not only can be consumed fresh but also can be processed into various commercial products, such as tomato juice and ketchup, after peel and seed removal [1]. In fundamental research, as tomato is readily amenable to genetic transformation and gene editing [2] and possesses diversified germplasm collections [3], it represents a commonly used model species [4], particularly for studying fruit development and ripening. In addition, tomato fruit contains large amounts of metabolites and many basic biosynthetic pathways that can be enhanced by modulating the activity of endogenous transcription factors or be rewired by introducing exogenous metabolic enzymes, making it an excellent chassis for synthetic biology [5, 6].

Promoter plays a central role in determining the strength and spatiotemporal specificity of gene expression, which in turn poses impact on organismal trait formation [7]. Both transgenic and synthetic biology endeavors in tomato require efficient and well-tuned promoters for tight regulation of gene expression. Two major types of promoters, namely constitutive promoters and tissue-specific promoters, have been utilized for controlling the expression of a gene of interest (GOI) in tomato. Constitutive promoters exhibit robust activity in expressing the GOI across nearly all tissue types and developmental stages [8]. The most frequently used constitutive promoter is the cauliflower mosaic virus *35S* promoter, which has been widely employed to drive strong expression of GOIs in tomato for trait improvement. A tomato ubiquitin (*Ubi1–1*) promoter has also been explored for constitutive expression of a transgene in tomato [9]. However, the *35S* promoter-driven transgene expression is prone to transcriptional silencing in tomato [10]. Moreover, constitutive promoter-driven high expression of GOIs in the whole plant can result in unnecessary resource and energy consumption in untargeted tissues and may induce pleiotropic genetic perturbation or even deleterious effects on plant fitness [8]. For instance, the *35S* promoter-driven transgenic expression of *SlANT1*, which encodes a MYB transcription factor regulating anthocyanin biosynthesis [11], led to anthocyanin overaccumulation throughout the entire tomato plant and inhibition of plant growth [12].

In contrast to constitutive promoters, tissue-specific promoters only drive the expression of GOIs in intended plant tissues at defined developmental stages, thereby reducing physiological costs associated with GOI expression and minimizing potential adverse effects on plant growth. In tomato, fruit-specific promoters have attracted most attention due to their paramount importance in fundamental and biotechnological research. To date, many promoters have been isolated and characterized to show activities in multiple tissues of tomato fruit. Among them, the promoters of *2A11*, *LYCes;Ppc2*, *LA22CD07*, and *SlHDC-A* are effective during several fruit developmental stages [13–16], whereas those of *PG*, *E8*, *α-Man*, and *RIP1* are specific to the ripening process [15–20] and the *Tfm5* promoter seems to be active exclusively at immature stages [21]. In addition, two groups have developed versatile vector systems harboring a new collection of fruit-specific promoters, including *PPC2*, *TPRP*, *PNH*, *PLI*, *PFF*, *PHD*, and *PSN*, to facilitate targeted gene expression or silencing in tomato fruit with different spatiotemporal characteristics [22, 23]. The *PPC2* promoter is mainly active in the pericarp, placenta, and gel of young growing fruits. The *TPRP* promoter is highly expressed in all tissues of young fruits but exhibits dramatically reduced activity in mature green and ripe fruits. The *PNH* promoter drives high expression throughout all tissues in the developing fruits. The expression of *PLI* promoter is predominantly restricted to the outer pericarp at early developmental phases but spreads to the whole fruit and reaches a maximum at the ripe stage. The *PFF* promoter-driven expression displays a biphasic pattern, one localized to the central collumela at 12–18 days post-anthesis and the other covering all fruit tissues at the ripe stage. The *PHD* promoter enables transgene expression at moderate levels throughout the entire fruit during all developmental stages. The *PSN* promoter is only active in the central collumela and placenta at ripening stages. In addition to endogenous promoters, heterologous promoters provide an alternative source of fruit-specific promoters in tomato. For example, the potato (*Solanum tuberosum*) *agpB1* promoter can be expressed in the placenta and pericarp of tomato fruit [24], while the apple (*Malus pumila* Mill.) *ACO* or *PG* promoter can confer ripening-specific expression in tomato fruit [25].

Of note, the majority of characterized fruit-specific promoters are active across multiple cell types of tomato fruit. It is highly desirable to identify novel promoters with restricted cell type specificity to fulfill more precise genetic engineering in the fruit. One of such cell types with a specific promoter in demand is the exocarp, which consists of the cuticle and epidermal cells forming the skin of tomato fruit. The exocarp not only serves as a vital physical barrier protecting fruit against diverse biotic and abiotic stresses at both pre-harvest and post-harvest stages, but also influences the appearance, mechanical integrity, and shelf life of ripe fruit [26, 27]. Meanwhile, as a non-edible portion of ripe fruit, the exocarp is estimated to account for 56% of dried tomato pomace produced in the food industry [28], making it a potentially useful synthetic biology chassis that can be recycled from tomato peel wastes for extracting synthesized high-value compounds. However, there is currently no tomato exocarp-specific promoter available, which limits exocarp-based genetic engineering and synthetic biology.

Pathogenesis related (PR) proteins are a collection of unrelated low-molecular-weight proteins that perform diversified protective roles in plants under various biotic and abiotic stresses. Based on the sequence, structural, or biochemical similarity, PR proteins have been categorized into 17 families [29]. The *PR10* genes form a multigene superfamily encoding PR proteins of the class 10. Although more than a hundred of *PR10* members have been identified from over 70 plant species, their physiological functions remain poorly understood [30]. Evidence for a possible role of PR10 proteins in plant defense comes from the observations that some representatives have antifungal activities as a ribonuclease [31, 32]. Interestingly, in this study attempting to identify exocarp preferentially expressed genes in tomato, we came across *SlPR10*, which encodes a putative PR10 protein with unknown function. *SlPR10* was found to be abundantly and predominantly expressed in the exocarp of both mature green and red ripe fruits. By using the *SlPR10* promoter, we successfully engineered anthocyanin and cuticular wax biosynthesis in the exocarp of transgenic tomato plants, which helped to improve multiple traits of tomato fruit.

## Results

### Comparative transcriptomic analysis of tomato exocarp, mesocarp, and leaves uncovers exocarp preferentially expressed genes

The aim of this study was to identify an exocarp-specific promoter enabling targeted trait improvement in the exocarp of tomato fruit. For this purpose, we started with RNA-sequencing (RNA-seq) analysis for five different tissues of tomato cv. Ailsa Craig (AC), namely the exocarp or mesocarp (Fig. 1a) of mature green fruits at 30 days post-anthesis (dpa) or red ripe fruits at 7 days post-breaker (dpb) and pooled leaves. 

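The exocarp is the outer skin of the tomato fruit and the mesocarp is the fleshy wall beneath it (Fig. 1a). Poly(A) mRNA from each of the 5 tissues was sequenced in 2 biological replicates, which gave 10 libraries. The sequencing and the first data analysis were carried out by a company. The authors deposited the count of each gene in each library without normalization, together with the FPKM of the same genes, in which the count is divided by the transcript length and by the size of the library. For the 16326 genes with over 1000 counts in all, the count per FPKM, scaled by the library total, varied between libraries with a median coefficient of variation of 1.02%. The paper's text does not name the aligner, the genome build, the annotation or the way in which reads that fit several genes were counted. Each table listed 35288 genes, of which 34075 had a Solyc identifier and 1213 were unannotated loci added by the authors' pipeline. The total counts of replicates 1 and 2 were 38373229 and 38261394 in mature green exocarp, 31395390 and 30945619 in mature green mesocarp, 37758064 and 40391408 in red ripe exocarp, 45637676 and 34818289 in red ripe mesocarp, and 34314992 and 32819863 in pooled leaves. At these totals, 3 counts correspond to between 0.0657 and 0.0969 CPM (counts scaled to the library total), which was taken as the smallest level a library can show. The 10 most abundant genes took from 4.72% to 4.91% of the counts in the mature green libraries, 6.92% in each leaf library and from 11.3% to 11.9% in the red ripe libraries.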

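The counts were scaled by edgeR's TMM method, with factors between 0.881 and 1.21. The 22801 genes that passed edgeR's filter on low counts were fitted in a single quasi-likelihood model of all 10 libraries with a coefficient for each tissue, which left 5 residual degrees of freedom for the spread between replicates. A gene was counted as a DEG when its p-value, adjusted over all genes tested by the Benjamini-Hochberg method, was under 0.05, without a fold change limit. Counts of the 2 replicates of a tissue differed by more than counting noise in every tissue, with a chi-square per degree of freedom from 4.51 in leaves to 66.4 in mature green exocarp, so the replicates of a tissue were not copies of each other. Among genes with a mean of at least 10 CPM, 416 of 11630 differed at least 2-fold between the mature green exocarp replicates, 78 of 10721 between the red ripe exocarp replicates, 26 of 12038 between the leaf replicates, 6 of 11539 between the mature green mesocarp replicates and 3 of 10695 between the red ripe mesocarp replicates. The replicate numbers 1 and 2 were shared by all tissues, but whether exocarp and mesocarp with the same number came from the same fruits is not stated in the paper's text. Deviations of same-numbered libraries from their tissue means were nearly uncorrelated across genes in every pair of tissues, and the main model had no replicate block.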

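At the mature green stage, 8281 of the genes tested differed between exocarp and mesocarp (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 3955 were higher and 4326 were lower in the exocarp. At the red ripe stage 8535 genes differed, 4123 of them higher and 4412 lower in the exocarp. Both stages shared 4551 of these DEGs. Of the shared genes, 1813 were higher in the exocarp at both stages, 2045 were lower at both stages and 693 changed in opposite directions. When the difference between the stages was tested directly, the exocarp-to-mesocarp log2 fold change of 4866 genes was not the same at the 2 stages. The counts of DEGs moved most when an absolute log2 fold change of at least 1 and an adjusted p-value under 0.01 were required, a setting chosen after the data were seen, which left 3367 and 3262 DEGs. A fit of the compared tissues alone gave 6398 DEGs at the green stage and 8854 at the red stage. The main model shares its spread between tissues, although the green exocarp replicates lay furthest apart, so its green p-values may be too small. With the replicate number as a block there were 7585 and 7918 DEGs, and deviations of same-numbered exocarp and mesocarp libraries correlated across genes by 0.00143 at the green stage and by -0.0475 at the red stage. Scaling by total counts alone changed the balance at the green stage, where 36.5% of 8662 DEGs were higher in the exocarp in place of 47.8%. The largest log2 fold changes were sought among DEGs with at least 10 CPM in the higher tissue and no overlap between the libraries compared. They belonged to genes that the deposited tables list by identifier without a name. Solyc07g005370.4 had 12.0 ± 2.01 CPM (SD, n = 2) in green exocarp and counts of 0 and 4 in the green mesocarp libraries, a log2 fold change of 7.73 (standard error 0.85, adjusted p = 0.000212 from edgeR's quasi-likelihood test). Its level was higher still in leaves, at 180.3 ± 10.2 CPM (SD, n = 2). Solyc04g071900.4 had 15.6 ± 6.85 CPM (SD, n = 2) in red exocarp and no count in red mesocarp, so it was at least 189.9-fold higher in the exocarp. In the other direction, Solyc05g051750.3 had 190.6 ± 8.04 CPM (SD, n = 2) in green mesocarp and no count in green exocarp, at least 2706-fold lower. Solyc03g112200.1 had 36.6 ± 2.39 CPM (SD, n = 2) in red mesocarp and no count in any of the 4 exocarp libraries, at least 424-fold lower in red exocarp.

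**Figure D1:**
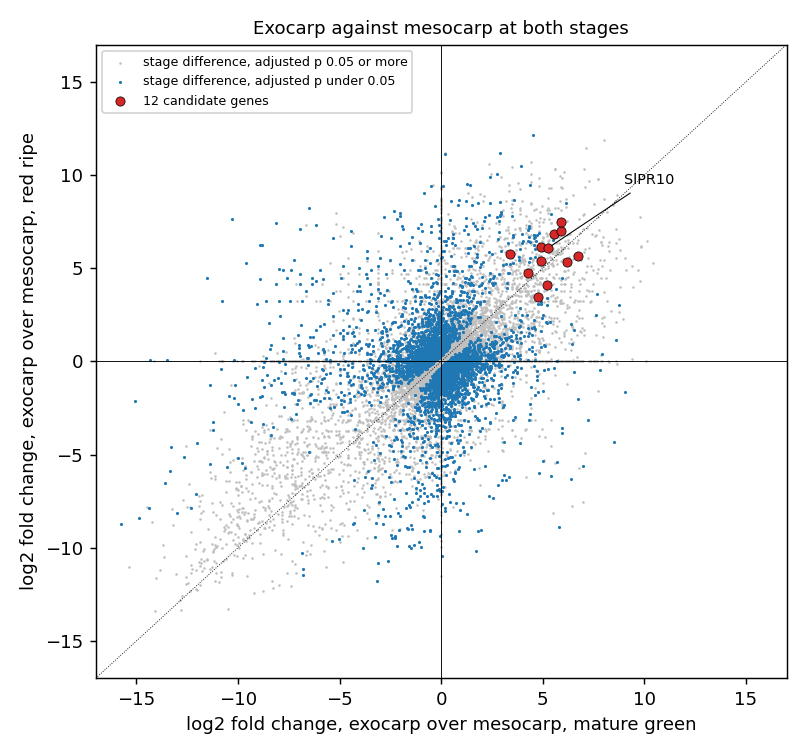
Log2 fold change of exocarp over mesocarp at the mature green stage (horizontal axis) and the red ripe stage (vertical axis) for the genes tested, each point a gene; the dotted line marks equal changes. The 4866 genes whose change differed between the stages are blue, the other genes grey, and the 12 candidate genes of Fig. 1c, all higher in the exocarp at both stages, red.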

Comparison of transcriptomic profiles revealed 3,361 differentially expressed genes (DEGs) between the mesocarp and exocarp at the green mature stage and 2,929 DEGs at the red ripe stage (Fig. 1b). The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis highlighted that the DEGs between the exocarp and mesocarp at both stages were overrepresented by genes engaged in plant-pathogen interactions (Fig. S1a and b, see online supplementary material), which was in agreement with an expected role of the exocarp in shielding the internal tissues of fruit from pathogen infection. On the other hand, the exocarp of mature green or red ripe fruit exhibited 9,254 and 10,362 DEGs, respectively, in comparison with leaves (Fig. 1b). 

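Against leaves, 16198 genes differed in mature green exocarp, 7897 higher and 8301 lower in the exocarp, and 17304 genes differed in red ripe exocarp, 8149 higher and 9155 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The leaves of both stages had been pooled, so the same 2 leaf libraries served both comparisons. The difference between the 2 comparisons is therefore the difference between green and red exocarp, in which 14108 genes passed the threshold, 7341 higher and 6767 lower in green exocarp. This balance also depended on the scaling, with 9306 of 14061 genes (66.2%) higher in green exocarp under total counts in place of 52.0%. Scaling by total counts turned the balance in green exocarp, where 9699 of 16577 DEGs (58.5%) were higher in the exocarp in place of 48.8%. The median log2 fold change over all genes tested was -0.02 for green exocarp and -0.11 for red exocarp against leaves. With the replicate block, 15710 and 16913 genes differed from leaves. The correlation of same-numbered libraries was 0.0203 between green exocarp and leaves and -0.0123 between red exocarp and leaves.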

Of note, an overlapping subset of 755 genes were found to be differentially expressed in the exocarp when compared to the mesocarp and leaves (Fig. S2, see online supplementary material), suggesting that the transcriptional changes of these genes are likely associated with exocarp development or physiology.

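There were 3273 genes differentially expressed in all 4 comparisons, that is in the exocarp against the mesocarp and against leaves at both stages. The direction was the same throughout for part of them, with 612 genes higher in the exocarp in all 4 comparisons and 1068 genes lower in all 4, while 1593 genes were higher in some comparisons and lower in others. The replicate block left 3008 genes in the overlap, 573 of them higher in the exocarp in all 4 comparisons, and the correlation of same-numbered libraries was highest between green and red exocarp, at 0.0645. All 12 candidate genes of Fig. 1c were among the 612. Their largest adjusted p-values were 0.000228 against green mesocarp, 0.000962 against red mesocarp, 0.000204 for green exocarp against leaves and 0.000759 for red exocarp against leaves (edgeR's quasi-likelihood test), and each of the 12 also passed in each comparison when the p-values were adjusted over the 12 genes alone. The 12 genes were chosen by the paper on these same libraries, so this count is no independent check of them.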

**Figure 1:**
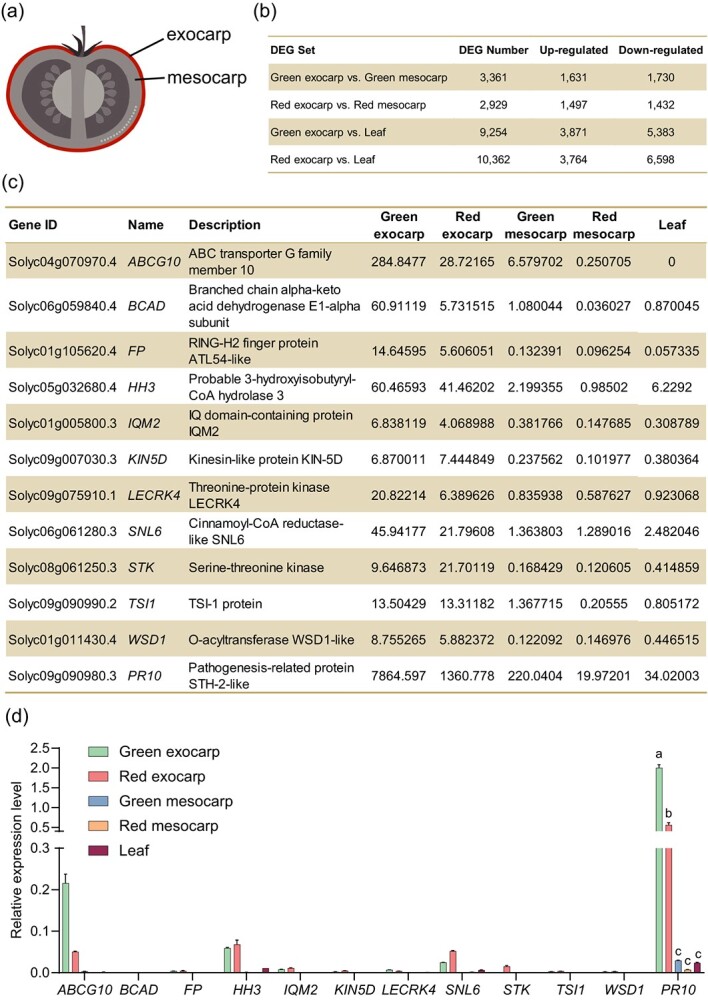
Comparative transcriptomic profiling and RT-qPCR validation reveal exocarp preferentially expressed genes in tomato. (**a**) Diagram of tomato fruit cross-section showing the exocarp and mesocarp. (**b**) Numbers of differentially expressed genes (DEGs) between the exocarp and mesocarp or pooled leaves in RNA-seq. Green, 30 days post-anthesis. Red, 7 days post-breaker. Indicated tissues were obtained from tomato cv. Ailsa Craig (AC) and RNA-seq analyses were conducted with two biological replicates. (**c**) Summary of 12 candidate genes selected as exocarp preferentially expressed genes for RT-qPCR validation. The numbers indicate the FPKM (fragments per kilobase of transcript per million fragments mapped). (**d**) RT-qPCR evaluation of expression levels of the 12 candidate genes in the exocarp, mesocarp, and pooled leaves. Data are shown as means ± SD of three biological replicates. For each gene, columns from left to right correspond to mature green exocarp, red ripe exocarp, mature green mesocarp, red ripe mesocarp, and pooled leaves from both developmental stages, respectively. *SlACTIN* was used as a reference gene to normalize the relative expression level. Different letters for *PR10* indicate significant differences with *P* < 0.05 (two-way ANOVA with Tukey’s multiple comparisons test).

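The mean FPKM of SlPR10 (Solyc09g090980.3) was 7865 ± 484 (SD, n = 2 libraries, as for each tissue here) in mature green exocarp, 1361 ± 469 in red ripe exocarp, 220.04 ± 3.90 in mature green mesocarp, 20.0 ± 4.37 in red ripe mesocarp and 34.0 ± 1.88 in pooled leaves. SlABCG10 (Solyc04g070970.4) had 285 ± 4.05 in green exocarp, 28.7 ± 14.4 in red exocarp, 6.58 ± 0.965 in green mesocarp and 0.251 ± 0.00243 in red mesocarp, and no count in leaves, which puts it at least 6911-fold higher in green exocarp than in leaves. SlHH3 (Solyc05g032680.4) had 60.5 ± 5.598 in green exocarp, 41.5 ± 7.70 in red exocarp, 2.20 ± 0.1203 in green mesocarp, 0.985 ± 0.2502 in red mesocarp and 6.23 ± 0.0558 in leaves. In green exocarp SlBCAD (Solyc06g059840.4), at 60.9 ± 9.00, lay within the replicate spread of SlHH3. The lowest mean of the 12 genes there was that of SlIQM2 (Solyc01g005800.3) at 6.84 ± 0.717. SlKIN5D (Solyc09g007030.3), at 6.87 ± 0.332, lay within the replicate spread of SlIQM2. SlIQM2 was also lowest in red exocarp, at 4.07 ± 0.228. In leaves SlPR10 was the highest of the 12 genes and SlHH3 the next. Some means rest on replicates that lay far apart. In green exocarp the FPKM of replicates 1 and 2 was 10.3 and 31.4 for SlLECRK4 (Solyc09g075910.1), 26.1 and 65.8 for SlSNL6 (Solyc06g061280.3) and 7.65 and 21.6 for SlFP (Solyc01g105620.4). In red exocarp it was 13.9 and 29.7 for SlSNL6 and 38.9 and 18.6 for SlABCG10. Low mesocarp values rest on few counts, such as 6 and 0 counts for SlBCAD and 14 and 3 counts for SlTSI1 (Solyc09g090990.2) in the red mesocarp libraries.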

**Figure 2:**
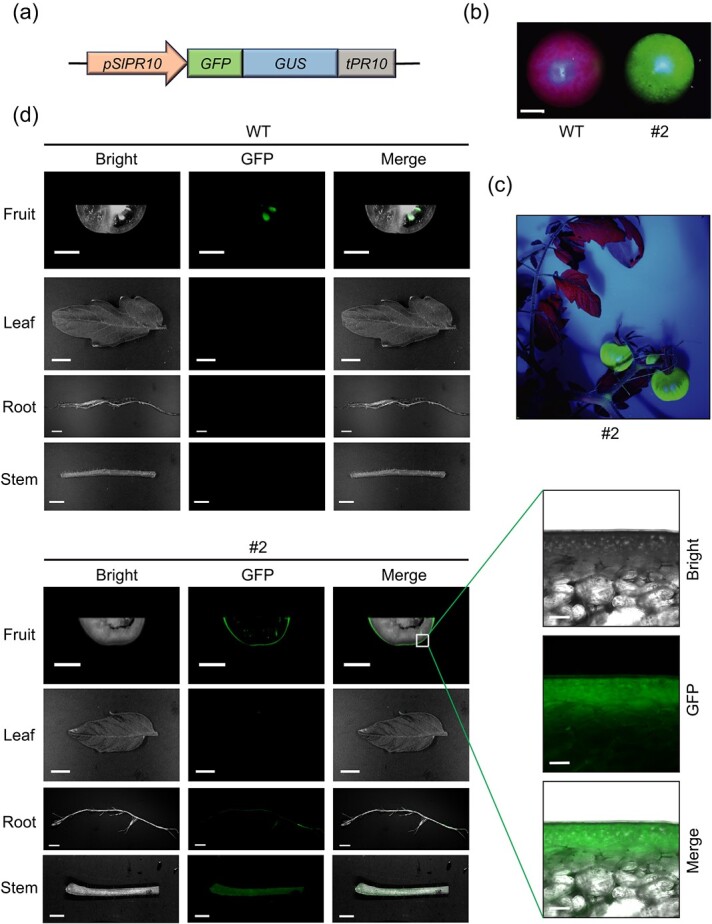
The *SlPR10* promoter enables exocarp-preferential expression of a reporter gene in transgenic AC tomato. (**a**) Diagram of the transgenic expression cassette containing the *SlPR10* promoter (*pSlRP10*), a *GFP-GUS* fusion reporter gene, and the *SlPR10* terminator (*tPR10*). (**b**) Transgenic fruit showing GFP fluorescence. A representative fruit from the transgenic line #2 was illuminated by a fluorescence flashlight. WT, wild type. Scale bar = 1 cm. (**c**) Transgenic plant illuminated by a fluorescence flashlight. (**d**) Comparison of GFP fluorescence in the mature green fruit (cross-section), leaf, root, and stem between transgenic and WT plants. Scale bar = 1 cm. The images on the right show a magnified view (scale bar = 80 μm) of the boxed region in the transgenic fruit.

On the basis of the RNA-seq data, we focused on 12 exocarp preferentially expressed candidate genes (Fig. 1c) according to two criteria: these genes showed undetectable or low expression in leaves, with the FPKM (fragments per kilobase of transcript per million fragments mapped) below 50; the transcript levels of these genes in the exocarp at both mature green and red ripe stages must be at least tenfold higher than those in the mesocarp. 

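Of the 12 candidate genes, 11 met both criteria in the mean FPKM of the 2 replicates. All 12 were under 50 FPKM in leaves. The exocarp-to-mesocarp ratio of SlPR10 was 35.7 at the mature green stage and 68.1 at the red ripe stage, and that of SlABCG10 was 43.3 and 115. SlFP had the highest green ratio of the 12, at 110.6, and SlSTK (Solyc08g061250.3) the highest red ratio, at 179.9. The lowest red ratio was 10.9, for SlLECRK4, whose lowest red exocarp library was 9.83 times its highest red mesocarp library. SlTSI1 had the lowest green ratio, 9.87, with 45 and 27 counts behind its green mesocarp value, and a red ratio of 64.8. When the same criteria were applied to every gene, with a mean exocarp FPKM of at least 1 required at each stage, 193 genes met them. Of these, 182 were outside the 12 candidates, including 1 unannotated locus. SlPR10 had the highest exocarp FPKM of the 193 genes, averaged over the stages. The 5 genes with the next highest values had means from 273 to 607 FPKM, green ratios from 10.9 to 38.2, red ratios from 17.4 to 130.7 and leaf values from 4.01 to 41.9 FPKM, and 2 of the 5 met the criteria in every replicate. The count rose to 679 without the minimum. It fell to 37, 7 of them candidates, when the leaf FPKM had to be at most 0.1 times the exocarp mean at each stage in place of under 50 FPKM, and to 43, 3 of them candidates, with a pseudocount of 1 FPKM in the ratios. When every replicate had to meet the criteria, 123 genes were left, 10 of them candidates, without SlLECRK4 and SlTSI1. From low leaf levels and at least 10-fold higher exocarp levels at both stages, the paper treats the 12 genes as exocarp preferentially expressed candidates and takes them to RT-qPCR.

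**Figure D2:**
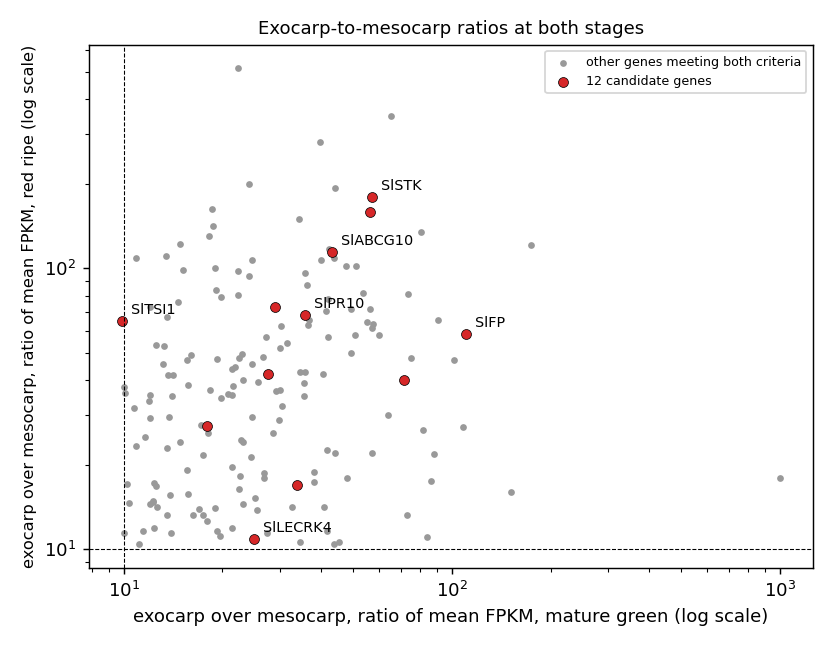
Ratio of mean exocarp FPKM to mean mesocarp FPKM at the mature green stage (horizontal axis, log scale) and the red ripe stage (vertical axis, log scale). Red points are the 12 candidate genes, with SlTSI1 at a green ratio of 9.87 just left of the dashed line at 10; grey points are the other genes that met both criteria, without the 22 whose mesocarp FPKM was 0 at a stage.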

We further validated the relative expression levels of these genes in the exocarp, mesocarp, and leaves by reverse transcription-quantitative PCR (RT-qPCR) using the tomato housekeeping gene *SlACTIN* as a reference gene. The results indicated *SlPR10* (Solyc09g090980.3), *SlABCG10* (Solyc04g070970.4), and *SlHH3* (Solyc05g032680.4) as the top three exocarp preferentially expressed genes (Fig. 1d). Although the expression of *SlABCG10* appeared to be most restricted to the exocarp, we selected *SlPR10* to work with because this gene exhibited an extremely high expression level in the exocarp, reaching more than tenfold of that of *SlABCG10* and twofold of that of *SlACTIN* (Fig. 1d). To better understand the tissue specificity of *SlPR10* expression, we also investigated its expression in the root and stem of AC plants. The results demonstrated that *SlPR10* was barely expressed in the root, whereas a moderate level of expression (i.e. ~10% relative to that in the exocarp) was detected in the stem (Fig. S3a, see online supplementary material). These results confirmed that *SlPR10* is abundantly and predominantly expressed in the exocarp of tomato plants.

### The *SlPR10* promoter enables exocarp-preferential expression of a reporter gene in transgenic tomato

To test whether the *SlPR10* promoter is useful as an exocarp-preferential promoter for transgene expression, we generated transgenic tomato cv. AC plants, in which a fusion reporter gene encoding GFP and β-glucuronidase (GUS) was placed between a 2087-bp *SlPR10* promoter (*pSlPR10*) and the *SlPR10* terminator (*tPR10*) (Fig. 2a). The fusion of GUS to GFP could prevent the free GFP from moving to neighboring tissues through the plasmodesmata [33], which otherwise would confound the determination of tissue specificity of *GFP* expression. When illuminated by a fluorescence flashlight, the fruits of transgenic plants expressing *pSlPR10::GFP-GUS* were found to emit strong GFP fluorescence, whereas the rest parts of transgenic plants displayed undetectable or little GFP fluorescence (Fig. 2b and c). To verify that the GFP fluorescence indeed came from the exocarp, cross-sections of transgenic fruits at 30 dpa were examined using a fluorescence imaging system and a fluorescence microscope sequentially. Although the seeds of wild-type (WT) control fruit somehow showed autofluorescence, only the exocarp of transgenic fruit produced intense GFP fluorescence (Fig. 2d). GFP signal could also be weakly detected in the stem but hardly detectable in the mesocarp, leaf, and root (Fig. 2d). The observed reporter activity was in accordance with the transcript levels of *SlPR10* determined earlier by RT-qPCR (Fig. 1d; Fig. S3a, see online supplementary material), suggesting that the 2087-bp *pSlPR10* is sufficient for strong and predominant transgene expression in the exocarp of tomato plants.

We noted that the 2087-bp *pSlPR10* in the tomato cv. AC was identically present in the tomato cv. Heinz 1706, the genome of which has recently been sequenced [34]. Moreover, we cloned and confirmed by Sanger sequencing that the tomato cv. Micro-Tom, a miniature tomato variety highly useful in basic research, also possesses the same 2087-bp *pSlPR10*. In addition, according to a spatiotemporal transcriptome mapping study using tomato cv. M82 fruits [35], *SlPR10* was also found to be highly expressed in the exocarp but not in the mesocarp (Fig. S3b, see online supplementary material). These findings indicated potentially conserved transcriptional regulation of *SlPR10* in different tomato varieties. To pinpoint whether *pSlPR10* also functions as an exocarp-preferential promoter in other tomato cultivars, we constructed transgenic Micro-Tom plants expressing *pSlPR10::GFP-GUS*. Similar to what has been observed in transgenic AC plants, transgenic Micro-Tom plants also showed very strong GFP fluorescence in the exocarp (Fig. S4, see online supplementary material), whereas elevated GFP fluorescence was seen in the mesocarp and stem. These results implied that *pSlPR10* is potentially useful for exocarp-preferential transgene expression in multiple tomato varieties.

### *pSlPR10*-driven transgenic expression of *SlANT1* produces purple-skinned tomato fruit

Next, we sought to demonstrate the application of *pSlPR10* in genetic improvement of tomato fruit quality. Because the exocarp functions as the physical shield of tomato fruit and anthocyanins can help protect plant cells against various biotic and abiotic stresses [27, 36–38], we hypothesized that anthocyanin accumulation in the exocarp should be sufficiently effective for enhancing stress resistance of tomato fruit. Therefore, we employed *pSlPR10* for transgenic expression of *SlANT1* [11], which was anticipated to promote anthocyanin biosynthesis in the exocarp.

We noted that *SlANT1* expression was completely absent in the exocarp of tomato cv. AC fruit at the mature green (30 dpa) or red ripe (7 dpb) stage (Fig. 3a and b), which was in agreement with a recent study [39]. By contrast, in representative transgenic AC plants expressing *pSlPR10::SlANT1*, abundant transcripts of *SlANT1* could be detected by RT-qPCR in the exocarp, where its expression levels corresponded to ~80% of that of *SlACTIN* at the mature green stage (Fig. 3a) and then decreased a bit at the red ripe stage (Fig. 3b). Consistent with a positive regulatory role of *SlANT1* in anthocyanin biosynthesis, anthocyanin enrichment could be visualized in the exocarp at as early as 10 dpa and gradually reached a maximum at 30 dpa. Impressively, the skin of both mature green and red ripe fruits in transgenic lines with robust *pSlPR10::SlANT1* expression exhibited a dark purple appearance, while the flesh was only colored in light purple (Fig. 3c and d). Because anthocyanins are water-soluble, light purple coloration of the flesh in transgenic fruit might be an inevitable consequence of anthocyanin overflowing from the exocarp. We further quantified the anthocyanin content in the transgenic fruits using petunidin-3-(p-coumaryl)-rutinoside-5-glucoside, a predominant form of endogenous anthocyanins [40], as a reference standard. The highest anthocyanin concentration in the exocarp of transgenic fruits at the mature green or red ripe stage averaged around 2.2 and 3.5 mg per g fresh weight, respectively (Fig. 3e and f). By contrast, there were only modest levels of anthocyanins in the mesocarp of transgenic fruits at both stages, while anthocyanins were completely undetectable in the WT fruits (Fig. 3e and f).

**Figure 3:**
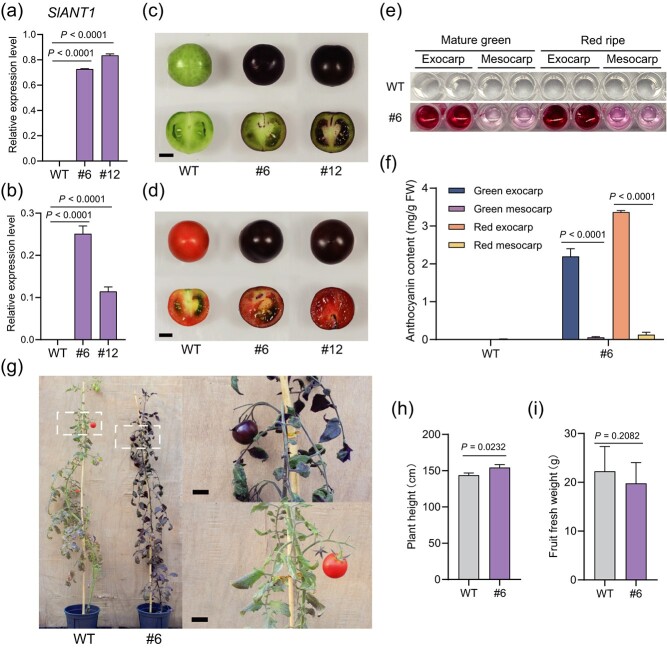
*pSlPR10*-driven transgenic expression of *SlANT1* produces tomato fruit with anthocyanin enrichment in the exocarp. (**a**, **b**) RT-qPCR analyses revealed high levels of *SlANT1* transcripts in the exocarp of transgenic AC fruits at the mature green (**a**) or red ripe (**b**) stage. Data are shown as means ± SD of three biological replicates. *SlACTIN* was used as a reference gene to normalize the relative expression level. (**c**, **d**) The skin of transgenic fruits at the mature green (**c**) or red ripe (**d**) stage exhibited a dark purple appearance. Scale bar = 1 cm. (**e**, **f**) Anthocyanin overaccumulation in the exocarp of transgenic fruits seen by naked eyes (**e**) or measured based on absorbance values (**f**). The anthocyanin content was measured as (A535-A650)/g fresh weight and further expressed as mg/g fresh weight according to the standard curve generated using petunidin-3-(p-coumaryl)-rutinoside-5-glucoside as a reference standard. Data are presented as means ± SD (*n* = 3). For indicated plants, columns from left to right correspond to mature green exocarp,mature green mesocarp, red ripe exocarp, and red ripe mesocarp, respectively. (**g**) Transgenic plant grown in a greenhouse under natural light conditions displayed normal growth. The images on the right show a magnified view of the boxed region in the transgenic or WT plant. Scale bar = 2 cm. (**h**) Quantification and comparison of heights between two-month-old transgenic and WT plants. Data are presented as means ± SD (*n* = 3). (**i**) Quantification and comparison of fruit fresh weights between transgenic and WT plants. Data are presented as means ± SD (*n* = 10). In (**a**), (**b**), (**f**), (**h**), and (**i**), statistical analyses were conducted using two-tailed Student’s *t*-test.

In a previous study [12], the *35S* promoter-driven transgenic expression of *SlANT1* in tomato resulted in dwarf plants due to anthocyanin overaccumulation. Although the transgenic AC plants expressing *pSlPR10::SlANT1* in a greenhouse under natural light conditions somehow showed visible anthocyanin accumulation in vegetative tissues, these plants displayed comparable growth rates and heights as WT plants (Fig. 3g and h; Fig. S5, see online supplementary material). Also, there was no significant difference in the fruit sizes between transgenic and WT fruits (Fig. 3g and i). These results suggested that modest levels of anthocyanin accumulation in vegetative organs do not significantly inhibit plant growth.

To explore whether transgenic expression of *pSlPR10::SlANT1* could lead to purple-skinned fruit in other tomato varieties, we also generated transgenic tomato plants expressing *pSlPR10::SlANT1* in the Micro-Tom background. Transgenic Micro-Tom fruits also exhibited strong purple coloration of the skin at both mature green and red ripe stages (Fig. S6a and b, see online supplementary material). Whereas the anthocyanin content in the exocarp of WT (Micro-Tom) fruits at the mature green or red ripe stage was below the detection limit, transgenic fruits at these developmental stages contained anthocyanins at as high as 1.3 and 2.6 mg per g fresh weight, respectively (Fig. S6c and d, see online supplementary material). Anthocyanin accumulation to up to 0.3 mg per g fresh weight was also detected in the mesocarp (Fig. S6a–d, see online supplementary material), probably due to the increased activity of *pSlPR10* in the mesocarp of tomato cv. Micro-Tom (Fig. S4, see online supplementary material). Noteworthily, shading or complete darkness for 10 days exerted no obvious effect on the degree of fruit purple coloration (Fig. S7a and b, see online supplementary material). In consistent with these observations, when protoplasts isolated from the transgenic AC plants expressing *pSlPR10::GFP-GUS* were divided into two equal aliquots, one incubated under the light for 6 h and the other incubated in the dark, we failed to see a dramatic increase of GFP-GUS abundance upon light exposure relative to the group in the dark (Fig. S7c and d, see online supplementary material). These results together indicated that the *pSlPR10* activity is very likely light-independent.

Once more, although moderate levels of anthocyanin accumulation could be observed in leaves of transgenic Micro-Tom plants grown in a greenhouse, no growth inhibition or dramatic change of fruit sizes was noticed in transgenic plants when compared to WT plants (Fig. S8a and b, see online supplementary material). Taken together, these findings underscored the general usefulness of *pSlPR10* in exocarp-based genetic engineering of different tomato varieties.

### Purple-skinned tomato fruit exhibits gray mold resistance and improved shelf life

Anthocyanins are known as antioxidants conferring enhanced disease resistance and extended shelf life to transgenic tomato fruit with fortified anthocyanin biosynthesis [27, 36, 37]. Consistently, as determined by the Trolox equivalent antioxidant capacity (TEAC) assay, the total antioxidant capacity of purple-skinned AC fruits at either the mature green or red ripe stage was substantially higher than that of WT fruits at the same developmental stage (Fig. 4a and b).

**Figure 4:**
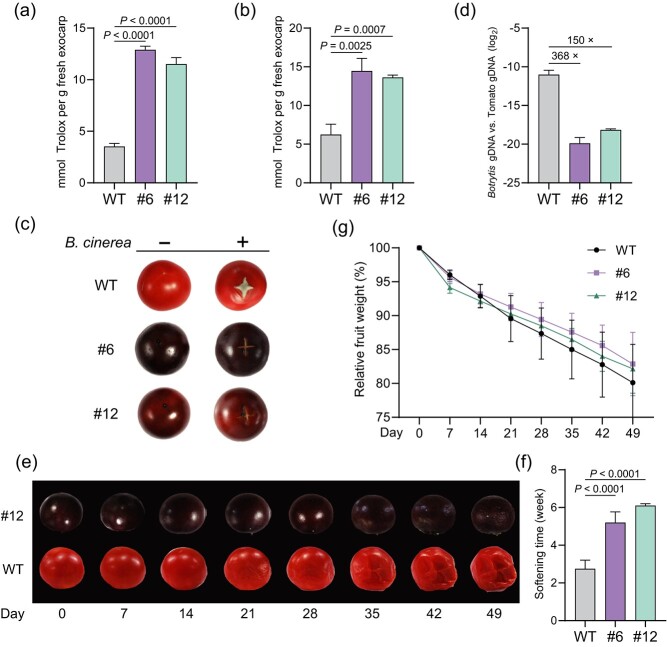
*pSlPR10*-driven transgenic expression of *SlANT1* confers gray mold resistance and extended shelf life to tomato fruit. (**a**, **b**) Transgenic AC fruits displayed increased antioxidant capacity relative to WT fruits at the mature green (**a**) or red ripe stage (**b**). Data are presented as means ± SD. (**c**) Transgenic fruits exhibited enhanced *Botrytis cinerea* resistance. Fruits harvested at 7 dpb were inoculated with 5,000 spores of *B. cinerea* at the center of a 1-cm long and 1-mm deep cross-shaped wound for 3 days. (**d**) Quantification of *B. cinerea* growth on the fruit surface at 3 days post inoculation. *B. cinerea* gDNA and tomato gDNA were quantified by qPCR based on the *Bc-Cutin* and *Sl-Actin* genes, respectively. Data are presented as means ± SD. (**e**) Transgenic fruits showed delayed softening and collapse compared to WT fruits. Fruits at the breaker stage were stored at room temperature for 7 weeks and were photographed every week. (**f**) Quantification of the fruit softening time. Fruit softening was visually assessed. Data are presented as means ± SD. (**g**) No significant difference in the water loss rate was detected between transgenic and WT fruits. Data are presented as means ± SD. In (**a**), (**b**), (**d**), (**f**), and (**g**), three randomly selected transgenic or WT fruits were assayed. All statistical analyses were conducted using two-tailed Student’s *t*-test.

To assess whether anthocyanin accumulation by targeted *SlANT1* expression in the exocarp could boost disease resistance, purple-skinned ripe AC fruits were challenged with the gray mold pathogen *Botrytis cinerea*. Due to weak infection of WT control fruits by spray-inoculated *B. cinerea* spores in our preliminary experiments, we created a 1-cm long and 1-mm deep cross-shaped wound on the fruit and inoculated *B. cinerea* spores at the center of the wound. At 3 days post inoculation, the WT fruits supported massive fungal growth around the wound site, whereas the purple-skinned fruits showed no obvious disease symptom (Fig. 4c). The qPCR-based quantification of fungal biomass revealed 150- to 368-fold of fungal growth in WT fruits relative to purple-skinned fruits (Fig. 4d), which validated greatly potentiated *B. cinerea* resistance in purple-skinned fruits. Given that some PR10 proteins in other plant species have been shown as potential players in antifungal immunity [31, 32], we asked whether the *pSlPR10* itself might be induced upon *B. cinerea* infection. When *B. cinerea* spores were inoculated on the leaf surface of transgenic AC plants expressing *pSlPR10::SlANT1*, we did not notice a significant increase of SlANT1 abundance after 6 h treatment relative to the mock treatment (Fig. S9a and b, see online supplementary material).

**Figure 5:**
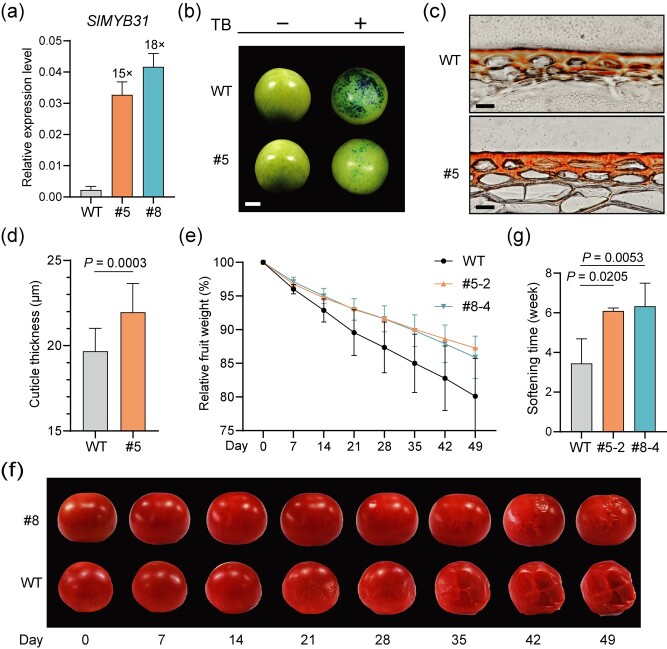
*pSlPR10*-driven transgenic expression of *SlMYB31* produces tomato fruits with delayed water loss and extended shelf life. (**a**) RT-qPCR analysis revealed increased *SlMYB31* transcript levels in the exocarp of transgenic mature green fruits (30 dpa) relative to WT fruits. Data are shown as means ± SD. *SlACTIN* was used as a reference gene to normalize the relative expression level. (**b**) Toluidine blue (TB) staining indicated reduced water permeability for transgenic mature green fruits. Scale bar = 1 cm. (**c**) Sudan III staining indicated increased cuticular wax thickness for transgenic mature green fruits. Scale bar = 20 μm. (**d**) Quantification of the cuticular wax thickness in transgenic and WT fruits. Data are shown as means ± SD. Five randomly selected fruits were assays and 15 measurements were performed for each fruit. (**e**) Transgenic fruits exhibited slower water loss relative to WT fruits during a 7-week storage period. Data are presented as means ± SD. (**f**) Transgenic fruits showed delayed softening and collapse compared to WT fruits. Fruits at the breaker stage were stored at room temperature for 7 weeks and were photographed every week. (**g**) Quantification of the fruit softening time. Fruit softening was visually assessed. Data are presented as means ± SD. In (**a**), (**b**), (**e**), and (**g**), three randomly selected transgenic or WT fruits were assayed. All statistical analyses were conducted using two-tailed Student’s *t*-test.

**Figure 6:**
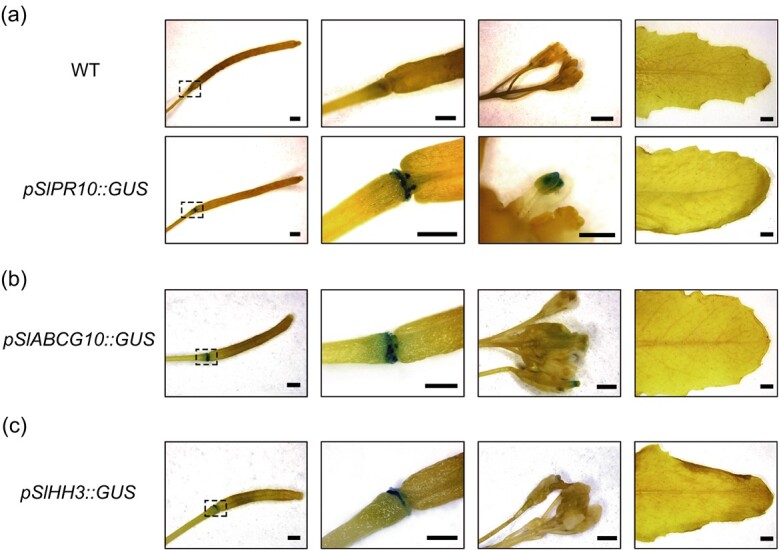
Three tomato exocarp-preferential promoters exhibit coincided activities in the gynophore of *Arabidopsis*. (**a**) Transgenic plants expressing *pSlPR10::GUS* showed strong GUS activity in the gynophore and weak activity in the anthers. (**b**) Transgenic plants expressing *pSlABCG10::GUS* showed strong GUS activity in the gynophore and weak activity in the stigma. (**c**) Transgenic plants expressing *pSlHH3::GUS* shows strong GUS activity in the gynophore. In (**a**)–(**c**), the second image shows a magnified view of the boxed region in the first image. Note that no GUS activity was detected in *Arabidopsis* leaves in all cases. Scale bar = 2 mm.

To evaluate the potential impact of anthocyanin accumulation in the exocarp on the shelf life of tomato fruits, storage tests using detached AC fruits at the breaker stage were conducted at room temperature over a period of 7 weeks. The purple-skinned fruits demonstrated delayed fruit softening and collapse when compared to WT fruits (Fig. 4e and f). By contrast, there was no significant difference in the water loss rates between purple-skinned and WT fruits (Fig. 4g). Collectively, these results demonstrated that *pSlPR10*-driven *SlANT1* expression can enhance gray mold resistance and shelf life of tomato fruit.

### *pSlPR10*-driven transgenic expression of *SlMYB31* produces tomato fruit with delayed water loss

To further showcase the utility of *pSlPR10* in genetic engineering of tomato fruit quality, we harnessed it for expressing *SlMYB31*, which has been shown to positively regulate the biosynthesis of very-long-chain fatty acids and cuticular wax in tomato [41]. We speculated that targeted *SlMYB31* expression in the exocarp could help to reduce the water loss of tomato fruit by thickening the cuticular wax in the skin. To this end, transgenic tomato cv. AC plants expressing *pSlPR10::SlMYB31* were generated. As determined by RT-qPCR, *pSlPR10*-driven *SlMYB31* expression in the exocarp of transgenic plants led to a 15- to 18-fold increase in its transcript levels relative to WT plants (Fig. 5a). When grown in a greenhouse under natural light conditions, these transgenic plants, including their fruits, exhibited a wild-type appearance (Fig. 5b; Fig. S10, see online supplementary material). Since toluidine blue staining provides an approach to evaluate the water permeability of tomato fruit, we stained transgenic and WT fruits at 30 dpa with toluidine blue, which led to a much smaller area of staining in the former than that in the latter (Fig. 5b). These results indicated a negative correlation between the expression levels of *SlMYB31* in the exocarp and the water permeability of fruits. To substantiate that the reduced water permeability of transgenic fruit was caused by SlMYB31-stimulated waxy thickening in the exocarp, frozen sections of the exocarp from tomato fruits at 30 dpa were prepared using a cryostat and stained by the Sudan III dye. Indeed, microscopic observation revealed a significantly thicker waxy layer in the exocarp of transgenic fruits than WT fruits (Fig. 5c and d).

We next investigated whether targeted *SlMYB31* expression in the exocarp could affect the fruit shelf life. Storage tests for fruits harvested at 7 dpb uncovered that transgenic fruits showed slower water loss, delayed fruit softening and collapse during the 7-week storage period when compared to WT fruits (Fig. 5e–g). These results suggested that *pSlPR10*-driven *SlMYB31* expression is able to extend the fruit shelf life by thickening the cuticular wax to delay water loss. As far as we know, this is the first report of fruit wax thickening using an exocarp- or peel-specific promoter.

### Three tomato exocarp-preferential promoters exhibit coincided activities in the gynophore of *Arabidopsis*

It was reported that several promoters from *Arabidopsis* (*Arabidopsis thaliana*) can maintain their expression specificities in counterpart tissues of tomato [23]. Inversely, the tomato *RIP1* promoter with maximum activity in ripe fruit can drive highest *GUS* expression in *Arabidopsis* silique [20], which develops from the fertilized gynoecium and can be functionally regarded as a fruit for seed dispersal [42]. Because *Arabidopsis* obviously lacks an exocarp, we were curious about the tissue specificity of *pSlPR10*-controlled transgene expression in *Arabidopsis*. Therefore, transgenic *Arabidopsis* plants expressing *pSlPR10::GUS* were generated. Interestingly, we found that the GUS activity occurred strongly in the gynophore (Fig. 6a), the basal-most region of silique, though the GUS activity could also be detected in the anthers but not in the leaves of *Arabidopsis* (Fig. 6a). These findings hinted at a compelling possibility that tomato exocarp and *Arabidopsis* gynophore are evolutionarily equivalent, especially considering the immediate physical adjacency of gynophore to silique (fruit) in *Arabidopsis*.

To obtain additional evidence for this hypothesis, we generated transgenic *Arabidopsis* plants expressing *GUS* under the control of a 2272-bp *SlABCG10* promoter or 2213-bp *SlHH3* promoter, as *SlABCG10* and *SlHH3* were also among the top three exocarp preferentially expressed genes, despite at lower expression levels than *SlPR10* (Fig. 1d). Indeed, GUS staining was mainly observed in the gynophore of transgenic *Arabidopsis* plants in both cases (Fig. 6b and c). A weak activity of the *SlABCG10* promoter was also detected in the stigma of *Arabidopsis* (Fig. 6b). Taken together, these results may provide a clue of evolutionary homology between tomato exocarp and *Arabidopsis* gynophore, though future studies are still needed to fully testify this hypothesis. To our knowledge, this is an unprecedented report on the *Arabidopsis* gynophore-preferential promoters, which will be useful for gene functional study in this tissue in the future.

## Discussion

Isolation and characterization of novel tissue-specific promoters is of prominent significance for genetic engineering and synthetic biology in plants. In contrast to constitutive promoters, tissue-specific promoters allow targeted gene expression in intended tissues or cell types, thereby minimizing unnecessary resource consumption, genetic perturbation, and potential growth inhibitory effects at a whole plant level. In tomato, an exocarp-specific promoter is in demand. This is not only because the exocarp plays a critical role in determining the fruit appearance, stress resistance, and shelf life [26, 27], but also because this tissue can supply potentially useful chassis cells for synthetic biology to produce high-value compounds, which later can be extracted from recycled non-edible tomato peel wastes.

In this study, we identified tomato *SlPR10* as an exocarp preferentially expressed gene and applied its promoter (*pSlPR10*) for exocarp-based genetic engineering of anthocyanin or cuticular wax biosynthesis, which conferred gray mold resistance or reduced water loss and prolonged shelf life to tomato fruit. Our work addressed the research gap concerning tomato exocarp-specific promoters and provided proof of concept for how such a promoter can be useful in improving tomato fruit quality. Serendipitously, *pSlPR10* was found to direct targeted transgene expression in *Arabidopsis* gynophore (Fig. 6a). In the oil-bearing crop peanut (*Arachis hypogaea L.*), the gynophore plays a vital role in peanut seed production by downward elongating to sow the fertilized ovule into the soil. Intriguingly, *AhPR10*, a homologous gene of *SlPR10*, is also highly expressed in peanut gynophore [43]. It will be inviting in the future to explore whether *pSlPR10* can be applied for genetic engineering of gynophore in peanut and *Brassica* crops.

Anthocyanins, as versatile plant stress mitigators and human health-promoting antioxidants [44], are found in the skin of many fruits such as cherry, blueberry, and eggplant. However, domesticated tomato cultivars seldom contain anthocyanins in fruit, let alone the skin. An exception is the tomato variety Indigo Rose (InR), which was generated through introgression breeding [40] to express *SlANT2-like*, a homologous gene of *SlANT1*, in a light-inducible manner [39]. Accordingly, anthocyanins are only accumulated in the part of exocarp exposed to sunlight [45]. Meanwhile, the amounts of anthocyanin accumulation in the exocarp of InR fruits appear to be negatively correlated with the fruit sizes [40]. By genetic engineering, Bassolino and colleagues applied the light-inducible fruit-specific promoter *PLI* to express *Rosea 1*, another homologous gene of *SlANT1*, to render anthocyanin enrichment in the exocarp [27]. However, similar to the InR fruit, transgenic *PLI::Rosea1* fruit also showed uneven purple coloration of the skin depending on the sunlight. Moreover, the *PLI* promoter-mediated expression starts in the exocarp at immature stages but gradually spreads inward to the entire fruit during ripening [22]. Unlike the *SlANT2-like* or *PLI* promoter [22, 39], the *SlPR10* promoter was not induced by light (Fig. S7c and d, see online supplementary material). Accordingly, our transgenic *pSlPR10::SlANT1* fruits displayed even purple coloration on the skin independent of light exposure (Fig. 3c and d; Figs S6a and b, S7a and b, see online supplementary material). We also did not detect a dramatic difference in fruit sizes between transgenic *pSlPR10::SlANT1* fruits and WT fruits (Fig. 3i; Fig. S8b, see online supplementary material).

Moderate levels of anthocyanins could be seen in the leaves of transgenic *pSlPR10::SlANT1* plants (Fig. 3g;Figs. S5 and S8a, see online supplementary material). This was likely due to the background activity of *pSlPR10* in leaves, which allowed weak but persistent production and accumulation of anthocyanins over time. Of note, none of the transgenic tomato plants showed obvious growth retardation under our experimental conditions (Fig. 3g and h;Figs S5 and S8a, see online supplementary material). It should be emphasized that stringent fruit specificity is rather difficult to achieve. Most of the purported tomato fruit-specific promoters, despite being predominantly active in fruit, also showed detectable expression in non-fruit tissues [15, 16, 19–24]. In particular, even for the frequently used ripening-specific *E8* promoter, transgene expression in unexpected tissues has occasionally been noticed [22, 46]. Based on the predominant activity of *pSlPR10* in the exocarp over the stem and leaves, this promoter should be sufficiently effective for most applications requiring a considerable degree of exocarp specificity. Nevertheless, two strategies may be considered for further optimizing the exocarp specificity of *pSlPR10*. One strategy is to map the core region of *pSlPR10* responsible for the exocarp specificity by promoter deletion analysis and then fuse it with the *35S* minimal promoter to obtain an enhanced exocarp-specific promoter. Such a strategy has been employed to improve several fruit-specific promoters, such as the *2A11* and *SlHDC* promoters [16, 47]. The other strategy is to leverage the CRISPR/Cas9 technology-mediated promoter editing to introduce saturated indel mutations throughout *pSlPR10* to screen for a promoter variant with enhanced exocarp specificity, as demonstrated by several successful studies in crops [48–50].

We envision that future metabolic engineering or molecular farming in the exocarp of tomato fruit can be facilitated by using *pSlPR10*. When several endogenous genes need to be simultaneously activated in the exocarp, it is tempting to use *pSlPR10* to drive the expression of dCas9-TV, a guide RNA (gRNA)-directed artificial transcriptional activator [51], which in turn can activate the transcription of multiple target genes from their endogenous genomic loci via promoter-bound gRNAs [52]. Conceivably, concurrent transcriptional activation of *SlANT1* and *SlMYB31* by dCas9-TV in the exocarp may be able to further extend the fruit shelf life via combinatorial effects of anthocyanin accumulation and waxy thickening. In addition to endogenous genes, *pSlPR10* can be applied to express exogenous genes encoding metabolic enzymes in the exocarp to produce non-native high-value compounds, such as betalains [53] and astaxanthin [54], which promises new opportunities for quality improvement of tomato fruit.

## Conclusion

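In the RNA-seq libraries, SlPR10 took 0.710% of all counts in mature green exocarp and 0.122% in red ripe exocarp, against 0.0199% in green mesocarp, 0.00188% in red mesocarp and 0.00310% in pooled leaves. By mean FPKM it ranked 2 among the 35288 genes in green exocarp and 36 in red exocarp, and 387, 5401 and 2989 in green mesocarp, red mesocarp and leaves. The lowest exocarp library had 1049 CPM of SlPR10 and the highest of the other libraries had 166. The log2 fold change of exocarp over mesocarp was 5.28 (standard error 0.27, adjusted p = 3.43e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at the green stage and 6.10 (standard error 0.28, adjusted p = 2.31e-06) at the red stage. The log2 fold change over leaves was 7.54 (standard error 0.30, adjusted p = 1.6e-07) for green exocarp and 5.33 (standard error 0.27, adjusted p = 3.6e-07) for red exocarp. SlPR10 was also higher in green than in red exocarp, with a log2 fold change of 2.21 (standard error 0.23, adjusted p = 4.85e-05). The exocarp-to-mesocarp log2 fold changes of the stages differed by -0.82 (standard error 0.32), which did not pass the threshold (adjusted p = 0.109 from edgeR's quasi-likelihood test) but did in DESeq2's Wald test (adjusted p = 0.0302; from 0.0302 to 0.142 over the 6 alternatives with a test). With each library of the compared tissues left out in turn, the log2 fold change over mesocarp stayed between 5.19 and 5.37 at the green stage and between 5.7 and 6.41 at the red stage. With the replicate block it was 5.29 and 6.09, although same-numbered red exocarp and mesocarp libraries correlated by -0.0475. In FPKM, SlPR10 was 27.6 times SlABCG10 in green exocarp and 47.4 times in red exocarp. SlACTIN, the reference gene of the RT-qPCR, was taken to be Solyc03g078400.3. The legend of Fig. S3b gives this identifier, with a letter missing, for an expression database, and the RT-qPCR primers are listed without an identifier. This gene lay under SlPR10 in both exocarp tissues, at 1057 ± 36.7 CPM (SD, n = 2) in green and 525 ± 23.7 CPM in red exocarp, and over it in the other tissues, at 1514 ± 89.8 CPM in green mesocarp, 856 ± 24.8 CPM in red mesocarp and 404 ± 6.78 CPM in leaves. SlTSI1 has the next identifier after SlPR10, and whether the counting divided reads between these genes is not stated in the paper's text. The SlTSI1 count was from 0.147% to 2.44% of the SlPR10 count over the libraries. This limits SlPR10 reads counted on SlTSI1, but not the reverse.

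**Figure D3:**
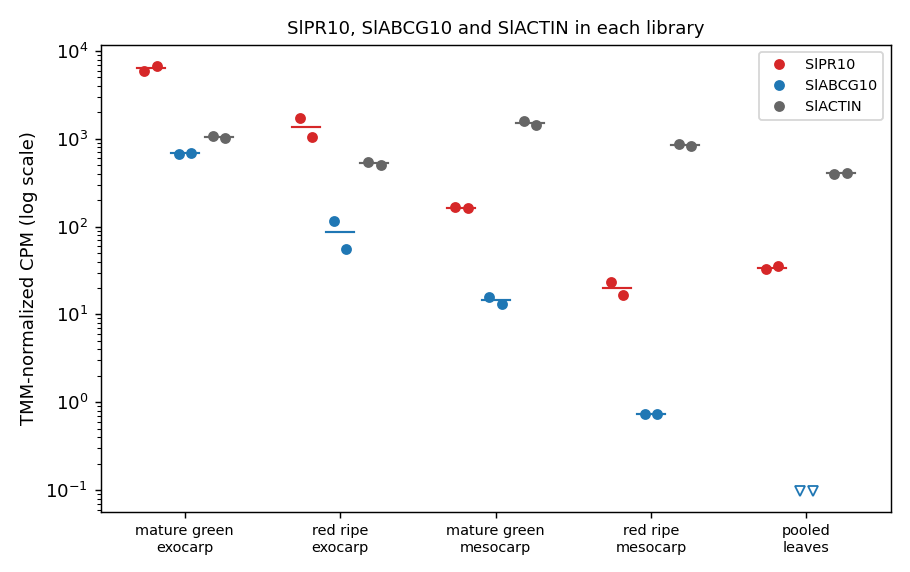
TMM-normalized CPM (log scale) of SlPR10, SlABCG10 and SlACTIN in each of the 10 libraries, with a dot per library and a line at the mean of the 2 replicates. SlPR10 lies over SlACTIN in both exocarp tissues and under it elsewhere; open triangles mark leaf libraries without a count of SlABCG10, drawn at 0.0987 CPM, the level of 3 counts.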

In this study, we identified by RNA-seq and RT-qPCR analyses that the tomato *SlPR10* gene was abundantly and predominantly expressed in the exocarp. We further demonstrated that a 2,087-bp *SlPR10* promoter can be very useful for exocarp-based genetic engineering of tomato fruit quality. By taking advantage of this promoter,transgenic expression of *SlANT1* encoding a master regulator of anthocyanin biosynthesis produced purple-skinned tomato fruits, which showed enhanced resistance to the gray mold disease, delayed fruit softening and extended shelf life.Exocarp-based expression of *SlMYB31* encoding a master regulator of wax biosynthesis delayed fruit softening and water loss and extended fruit shelf life. 

## Materials and methods

### Plant materials and growth conditions

The tomato (*S. lycopersicum*) AC or Micro-Tom cultivar and *Arabidopsis* (*A. thaliana*) ecotype Col-0 were used as wild-type plants in this study. Tomato seeds were soaked in water until germination. Tomato seedlings were then transferred to the Jiffy soil (Jiffy Group, Zwijndrecht, Netherlands) and grown under photoperiods of 16 h light (75 μmol/m^2^/s) at 23°C and 8 h dark at 21°C. Alternatively, tomato seedlings were grown in a greenhouse under natural sunlight at temperatures ranging from 20–26°C. After stratification at 4°C for 2 days, *Arabidopsis* seeds were germinated on the Jiffy soil in a plant growth room under photoperiods of 16 h light (75 μmol/m^2^/s) at 23°C and 8 h dark at 21°C.

### Molecular cloning and plant transformation

The sequences of *pSlPR10* and terminator and the coding sequence of *SlANT1* were obtained from the AC tomato genome by PCR. The *GFP* and *GUS* reporter genes were retrieved from existing plasmids in the laboratory. The *SlMYB31* gene was cloned by RT-qPCR. The *pSlPR10*-based expression cassettes were constructed into the pCAMBIA binary vector using the ClonExpress MultiS One Step Cloning Kit (Vazyme Biotech Co., Ltd., Nanjing, China). The resulting binary plasmids were transformed into *Agrobacterium tumefaciens* strain GV3101 cells by electroporation. Agrobacteria containing the verified plasmid were used for transforming tomato cotyledons. Transformed tomato cotyledons were selected by hygromycin resistance and regenerated into whole plants according to a standard protocol [55]. Transgenic plants were validated by Sanger sequencing of the genomic PCR products spanning transgenes. The primers used in PCR are listed Table S1 (see online supplementary material).

### RNA-seq and RT-qPCR

The exocarp or mesocarp of mature green (30 dpa) or red ripe (7 dpb) tomato fruits or pooled leaves, stems, and roots from both developmental stages were ground in liquid nitrogen into powder. Total RNA was extracted from tissue powder using 1 ml RNAiso Plus reagent (Takara, Beijing, China) according to the manufacturer’s instructions. RNA-seq for samples with two biological replicates and data analyses were carried out by the BioMarker company (Beijing, China) as previously described [56]. For RT-qPCR, total RNA of 1 μg per sample was converted into first-strand cDNA using the PrimeScript RT Reagent Kit with gDNA Eraser (Takara, Beijing, China). The qPCR was performed in a LightCycler 96 Instrument (Roche, Shanghai, China) using TB Green Premix Ex Taq (Takara, Beijing, China). *SlACTIN* was used as a reference gene. The primers used in qPCR are listed in Table S1 (see online supplementary material).

### Detection of GFP fluorescence

To detect the GFP fluorescence emitted from a whole plant, a LUYOR-3415RG dual-wavelength fluorescence protein excitation flashlight (LUYOR, Shanghai, China) was used to illuminate the plant and images were captured by a DSLR camera with filter lens. To detect the GFP fluorescence emitted from a fruit section, tomato fruit was sliced into 3-mm-thick sections using a blade and GFP fluorescence was observed using the Gelview 6000plus imaging system (Biolight Biotechnology, Guangzhou, China). For the GFP fluorescence emitted from the exocarp cells, a DMi8 fluorescence inverted microscope (Leica, Shanghai, China) was used for observation and imaging.

### Fruit storage test

Fruits were harvested at 7 dpb and surface sterilized by 75% ethanol for 1 min, followed by rinsing in sterile water and air-drying. Each fruit was placed in a sterilized jar and kept at room temperature in the dark. The fresh weight of each fruit was measured and the visual softening and collapse of the fruit were assessed every week.

### *B. cinerea* infection

*B. cinerea* strain 2100 was grown and the spores were collected as described previously [57]. Fruits were harvested at 7 dpb and surface sterilized. The fungal culture was diluted with the Vogel buffer to 1 × 10^6^ spores ml^−1^ and incubated at 28°C for 1.5 h before inoculation. The surface of each fruit was incised to create a 1-cm long and 1-mm deep cross-shaped wound. The spore liquid of 5 μl was added to the center of the wound and the challenged fruits were grown in the dark. Lesion diameter was measured 72 h after inoculation. To quantify *B. cinerea* growth, infected fruit exocarp tissues of 1 cm^2^ around the wound site were harvested and qPCR analysis was performed using the primer pairs of *BC-Cutin* and *Sl-Actin* (Table S1, see online supplementary material) to determine the fungal biomass and tomato biomass, respectively. Total DNA isolation and qPCR were conducted as previously described [36].

### Anthocyanin measurement and TEAC assay

Anthocyanins were extracted from tomato exocarp or mesocarp at the mature green or red ripe stage as described previously [38]. Briefly, fruit peels of 0.1 g was ground to powder and resuspended in 1 ml extraction buffer containing 18% 1-propanol, 1% HCl, and 81% water. Absorbance values (A535 and A650) of the supernatant were determined using a microplate reader (Varioskan LUX, Thermo Fisher, Shanghai, China). The anthocyanin content was measured as (A535-A650)/g fresh weight and further expressed as mg/g fresh weight based on the standard curve generated using petunidin-3-(p-coumaryl)-rutinoside-5-glucoside (Caobenyuan Co., Ltd, Nanjing, China) as a reference standard. For the TEAC assay, anthocyanins were extracted from fruits at 7 dpb using 5 ml of acidified (0.3% HCl, vol/vol) methanol for 24 h at 4°C as described earlier [44]. After extraction, samples were centrifuged for 20 min at 5000 *g*. Anthocyanins in the supernatant were determined by using the Total Antioxidant Capacity kit (Grace Biotechnology, Suzhou, China) according to the manufacturer’s instructions. Results were presented as TEAC in mmol of Trolox per kg of fresh weight.

### Toluidine blue staining

Toluidine blue (Sigma-Aldrich, Shanghai, China) was dissolved in water to a concentration of 5%. Fruits were placed in a shallow container with approximately half of the fruit surface submerged in the toluidine blue solution. After 4 h staining, the toluidine blue solution was removed and fruits were washed gently with water to remove excess dye before photographing.

### Measurements of cuticle wax thickness

Fruit slices were generated based on the protocol described earlier [58]. Cubes of 3 mm side from the equatorial pericarp of each fruit were cut using a razor blade and immediately immersed in the FAA fixative containing 5% formalin, 5% glacial acetic acid, 50% ethanol, and 45% distilled water. After fixation overnight at 4°C, the sample with a thickness of 10 μm was obtained using a cryostat (Leica CM1950, Shanghai, China). Sudan III powder (Sangon, Shanghai, China) of 0.5 g was dissolved in 50 ml ethanol, mixed well, and filtered through a syringe filter to remove precipitates. The sample slice of 10 μm was incubated with the staining solution for 10 min, and then rinsed sequentially with 50% alcohol and distilled water before being observed under a DMi8 fluorescence inverted microscope (Leica, Shanghai, China). Thickness of the stained waxy layer was determined as the average of 15 measurements from five biological replicates.

### Evaluation of the induction of *pSlPR10* by light or *B. cinerea* infection

To evaluate the effect of light exposure on the activity of *pSlPR10*, protoplasts were isolated from cotyledons of seven-day-old transgenic *pSlPR10::GFP-GUS* tomato seedlings according to the reported protocol [59]. Protoplasts were then divided into two equal aliquots, one incubated under the light for 6 hr and the other in the dark. Total proteins were extracted from pelleted cells by boiling in SDS loading buffer and resolved by SDS-PAGE analysis. GFP-GUS abundances were determined sequentially using the Rabbit polyclonal anti-GFP antibody (A01704, GenScript, Nanjing, China) and the anti-rabbit IgG antibody (7074S, Cell Signaling Technology, Shanghai, China) at 1:10000 dilution. To evaluate the effect of *B. cinerea* infection on the activity of *pSlPR10*, the fungal spore suspension of 5 μl (2500 spores) was added onto the detached leaves of transgenic *pSlPR10::SlANT1* plants for 6 h. Three leaf discs with a diameter of 4-mm around the inoculation site were collected for SDS-PAGE and western blot analyses using the anti-FLAG antibody (A2220, Sigma-Aldrich, Shanghai, China) at 1:10000 dilution.

### GUS staining

GUS staining was conducted using a specialized GUS staining kit (Huayueyang Biotechnology, Beijing, China) according to the instructions provided by the manufacturer. Briefly, an appropriate amount of prepared GUS staining working solution was added to cover the tissues for staining. After incubating at 37°C for 4 h in the dark, the chlorophyll of the samples was removed by immersing the samples in 70% ethanol until decolorized. Sample photographing was conducted using a S8APO stereomicroscope (Leica, Shanghai, China).

### Statistical analysis

Statistical analysis of the experimental data in this study was performed using two-tailed Student’s *t*-test or two-way ANOVA with Tukey’s multiple comparisons test. For all tests, *P* values of <0.05 were considered statistically significant.

## Acknowledgements

This work was supported by grants from the National Key Research and Development Program of China (2019YFA0906202) and National Natural Science Foundation of China (32125004) to J.-F.L. The authors thank members of the Li laboratory for stimulating discussion on this work.

## Author contributions

J.-F.L. conceived and supervised the study. X.-M.R. performed all experiments. X.-M.R., X.X., and J.-F.L. analysed the data. J.-F.L. and X.-M.R. wrote the manuscript. All authors approved the final version of the manuscript.

## Data availability

The RNA-seq data reported in this paper can be found at the Gene Expression Omnibus (GEO) with the accession ID GSE235023.

## Conflict of interest statement

Based on the data of the current research, a China invention patent (ZL202210684553.8) has been granted to the authors.

## Supplementary data

Supplementary data is available at *Horticulture Research* online.

## Supplementary Material

Web_Material_uhae035

# Supplementary material for: Identification and application of an exocarp-preferential promoter for genetic engineering of tomato fruit
**Source:** Hortic Res. 2024 Jan 31;11(3):uhae035. doi: 10.1093/hr/uhae035
**Supplement:** Web_Material_uhae035

## **Supplementary Data**

### **Identification and application of an exocarp-preferential promoter for genetic engineering of tomato fruit**

Xue-Ming Ruan<sup>1</sup>, Xiangyu Xiong<sup>1</sup>, Jian-Feng Li<sup>1,\*</sup>

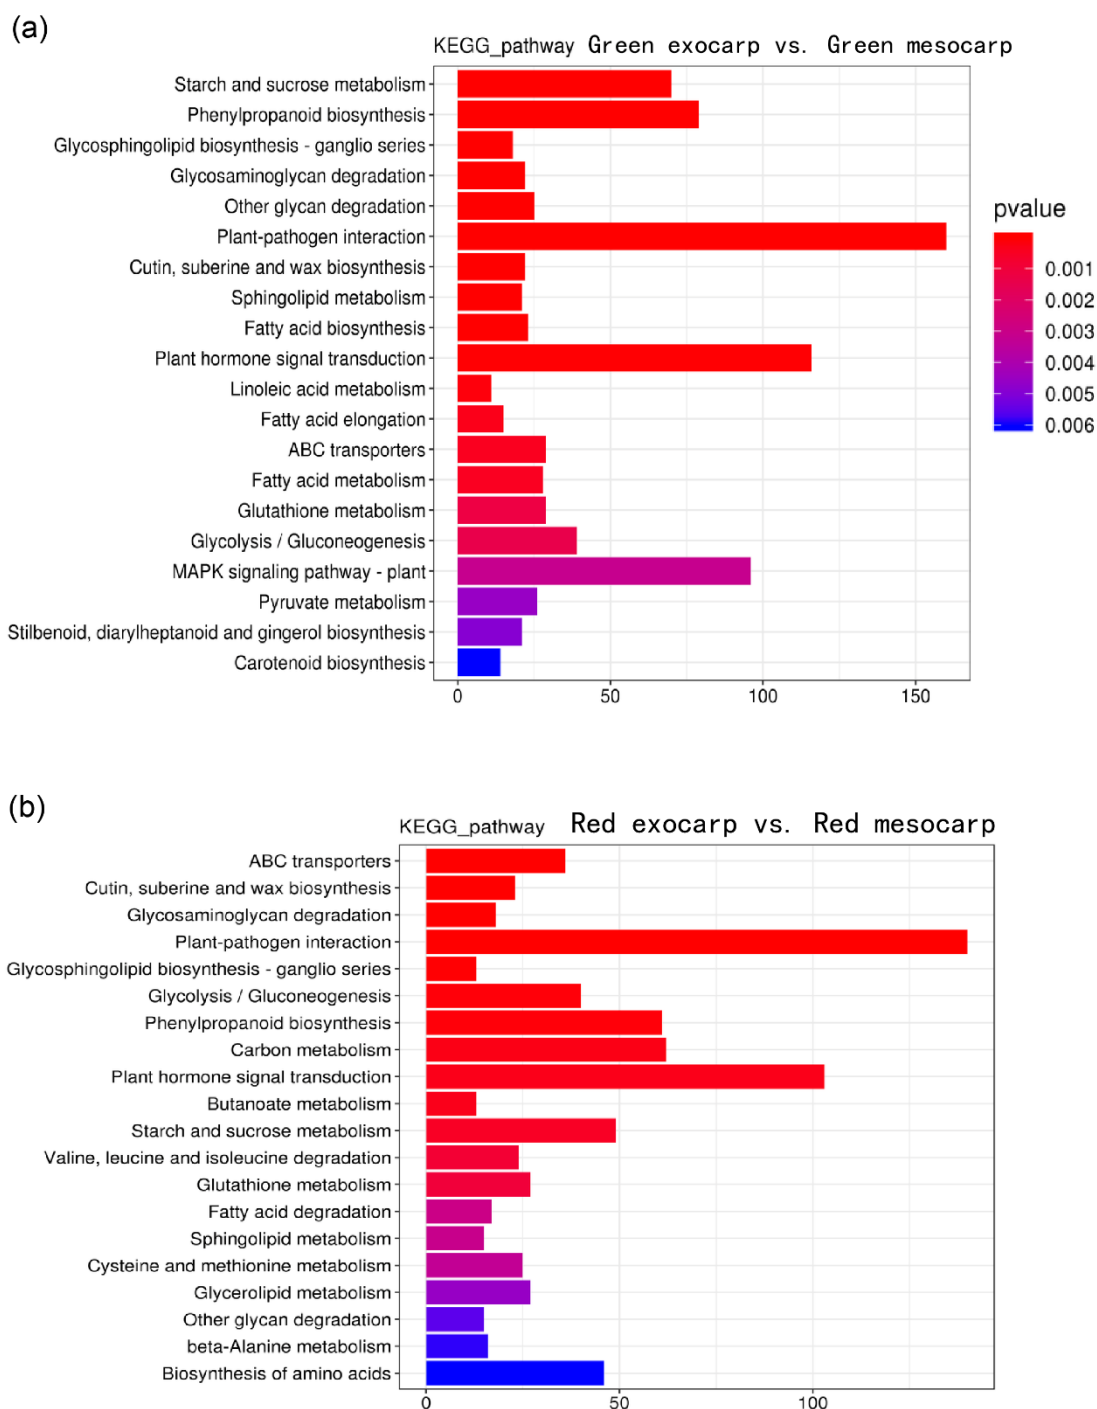

**Figure S1.** KEGG analysis indicates that differentially expressed genes between the exocarp and mesocarp at the mature green (a) or red ripe (b) stage are overrepresented by those with potential roles in plant-pathogen interactions. The X-axis means the gene numbers, while the Y-axis lists the pathway categories. The color of the pathway bar indicates *P* value of the hypergeometric test by referring to the color scale. Green, 30 days post-anthesis. Red, 7 days post-breaker.

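In a KEGG analysis, genes are assigned to the pathways of the KEGG database, and each bar counts the DEGs assigned to a pathway. The hypergeometric test gives the probability of finding at least that many DEGs in the pathway if the DEGs had been drawn at random from the genes with an assignment. Its P value therefore depends on the length of the DEG list and on which genes were taken as the background, neither of which the color scale shows. KEGG assignments were not used here, so the overrepresentation was not recomputed.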

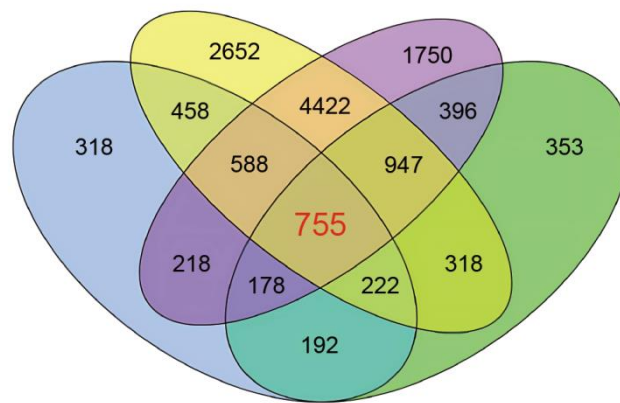

- Green exocarp vs. Green mesocarp
- Red exocarp vs. Red mesocarp
- Green exocarp vs. Leaf
- Red exocarp vs. Leaf

**Figure S2.** An overlapping subset of 755 genes are differentially expressed in the exocarp compared to the mesocarp and pooled leaves in tomato. Green, 30 days post-anthesis. Red, 7 days post-breaker. Pooled leaves were collected from both developmental stages.

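The paper's text does not say how direction was treated in this overlap. An overlap that counts a gene whichever its direction in each comparison can also hold genes that are not highest or lowest in the exocarp. Among the 3273 genes that passed in all 4 comparisons when the deposited counts were tested with edgeR, 296 were higher in the exocarp than in the mesocarp at both stages but higher than in leaves at neither stage, and 344 were lower in the exocarp than in the mesocarp at both stages but higher than in leaves at both stages.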

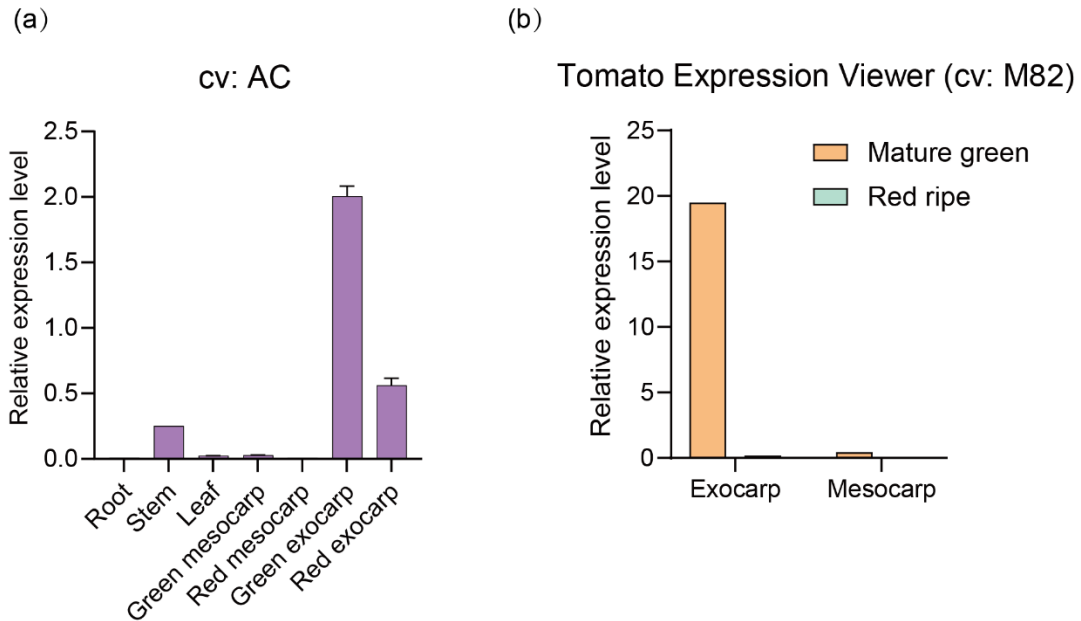

**Figure S3.** Exocarp-preferential expression pattern of *SIPR10* in different tomato cultivars. **a**, Exocarp-preferential expression pattern of *SIPR10* in tomato cv. AC revealed by RT-qPCR analysis. Data are shown as means  $\pm$  SD of three biological replicates. *SLACTIN* was used as a reference gene to normalize the relative expression level. **b**, Exocarp-preferential expression pattern of *SIPR10* in the tomato cv. M82 fruit shown by the Tomato Expression Viewer. *SLACTIN* (Soly03g078400) was used as a reference gene to normalize the relative expression level. This database can be accessed at [https://tea.solgenomics.net/expression\\_viewer/input](https://tea.solgenomics.net/expression_viewer/input).

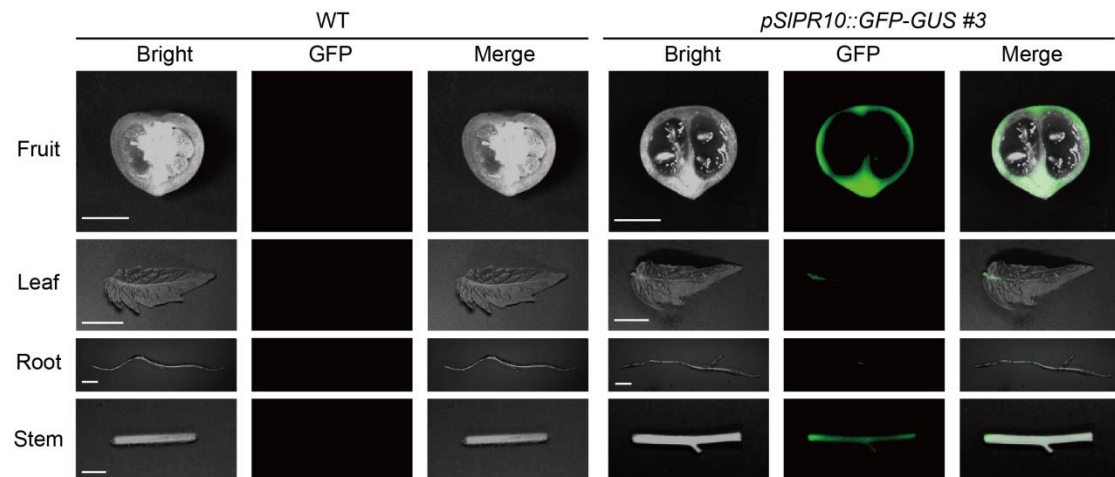

**Figure S4.** *pSIPR10* enables exocarp-preferential expression of the *GFP-GUS* reporter in transgenic tomato cv. Micro-Tom. Transgenic plants were examined using a fluorescence imaging system and representative images for mature green fruit (cross-section), leaf, root, and stem are shown. Scale bar = 1 cm.

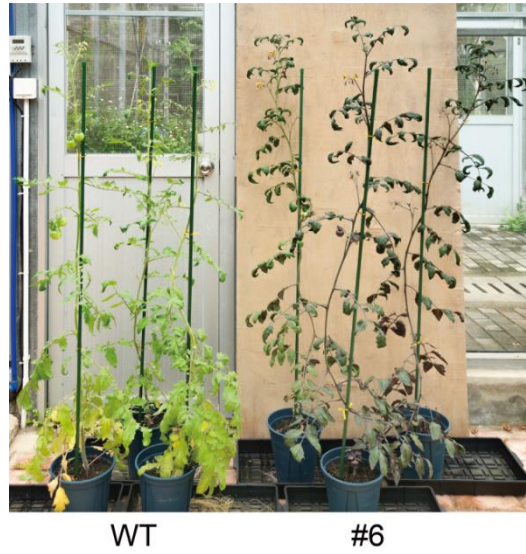

**Figure S5.** Transgenic AC plants expressing *pSLPR10::SLANT1* display comparable growth as WT plants in a greenhouse under natural light conditions. Two-month-old plants are shown.

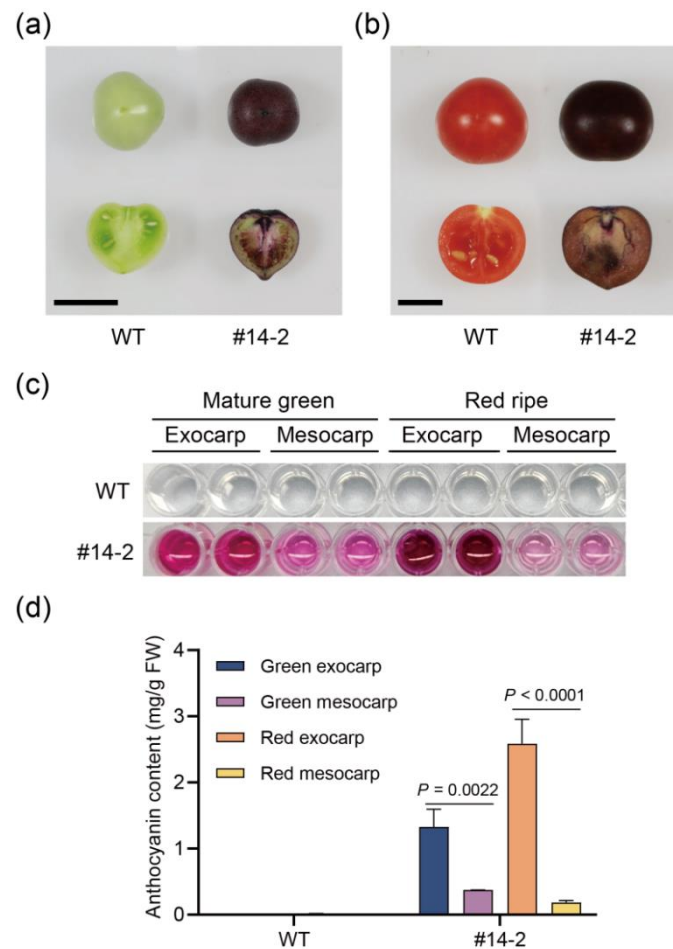

**Figure S6.** Transgenic Micro-Tom fruits expressing *pSIPR10::SIANT1* display anthocyanin overaccumulation in the exocarp. **a,b** The skin of transgenic fruits at the mature green (**a**) or red ripe (**b**) stage exhibited a dark purple appearance. Scale bar = 1 cm. **c,d** Anthocyanin overaccumulation in the exocarp of transgenic fruits seen by naked eyes (**c**) or measured based on absorbance values (**d**). The anthocyanin content was measured as (A535-A650)/g fresh weight and further expressed as mg/g fresh weight according to the standard curve generated using petunidin-3-(p-coumaryl)-rutinoside-5-glucoside as a reference standard. Data are presented as means  $\pm$  SD (n = 3). Statistical analysis was conducted using two-tailed Student's *t*-test.

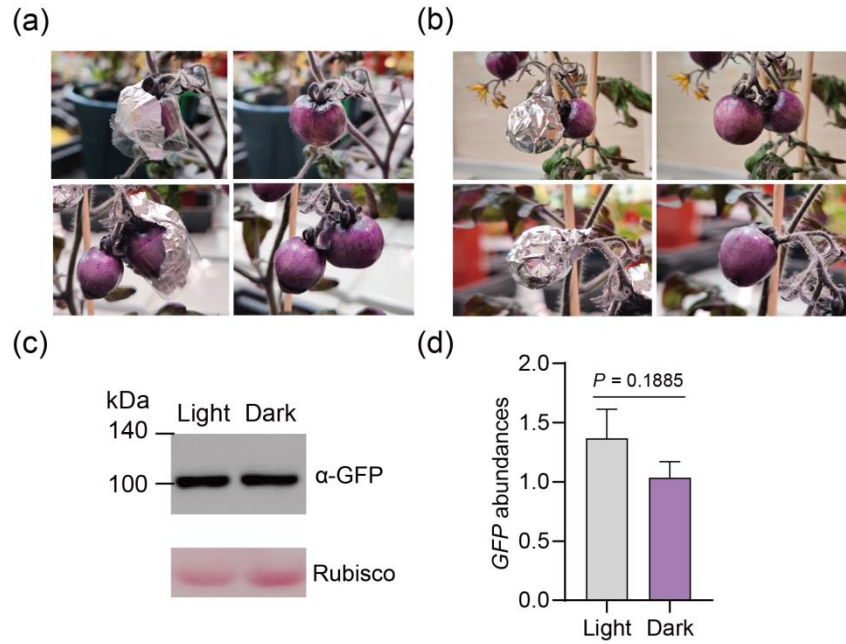

**Figure S7.** The activity of *pSIPR10* is not significantly induced by light. **a,b** Shading (**a**) or complete darkness (**b**) treatment for 10 days failed to affect the degree of purple coloration on transgenic Micro-Tom fruits expressing *pSIPR10::SLANT1*. The images of fruits wrapped with aluminum foil indicate how the treatment was conducted. **c,d** Light illumination failed to dramatically induce *pSIPR10::GFP-GUS* expression. In (**c**), equal aliquots of mesophyll protoplasts isolated from transgenic AC plants expressing *pSIPR10::GFP-GUS* were subjected to light or dark treatment for 6 h and *GFP-GUS* expression was determined by immunoblot using the anti-GFP antibody. Rubisco serves as a loading control. In (**d**), immunoblot and Rubisco signals were quantified by Image J and their ratios were used to indicate *GFP-GUS* abundances. Data are presented as means  $\pm$  SD of three biological replicates. Statistical analysis was conducted using two-tailed Student's *t*-test and no significance was observed.

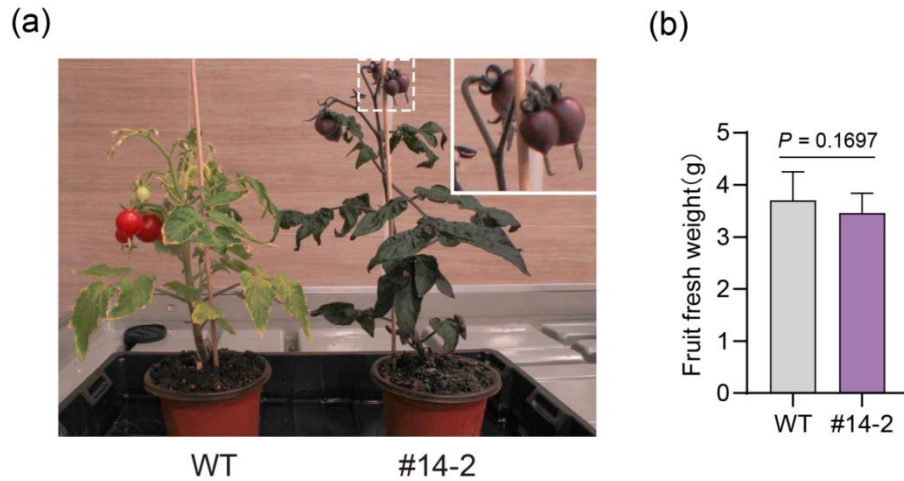

**Figure S8.** Transgenic Micro-Tom plants expressing *pSlPR10::SLANT1* display comparable growth (a) and fruit weights (b) as WT plants in a greenhouse under natural light conditions. The inset image in (a) shows a magnified view of the boxed region in the transgenic plant. In (b), data are presented as means  $\pm$  SD (n = 15). Statistical analysis was conducted using two-tailed Student's *t*-test and no significance was observed.

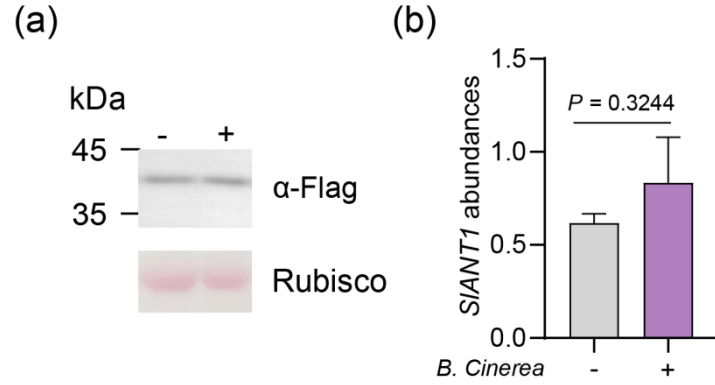

**Figure S9.** The activity of *pSIPR10* is not significantly induced by *B. cinerea* infection. **a** *B. cinerea* infection failed to dramatically induce *SLANT1* expression in leaves of transgenic AC plants expressing *pSIPR10::SLANT1*. Detached leaves were treated with 2,500 spores of *B. cinerea* (+) or mock (-) for 6 h. *SLANT1* expression was determined by immunoblot using the anti-FLAG antibody. Rubisco serves as a loading control. **b** Quantification of the data shown in (a). Immunoblot and Rubisco signals were quantified by Image J and their ratios were used to indicate *SLANT1* abundances. Data are presented as means  $\pm$  SD of three biological replicates. Statistical analysis was conducted using two-tailed Student's *t*-test and no significance was observed.

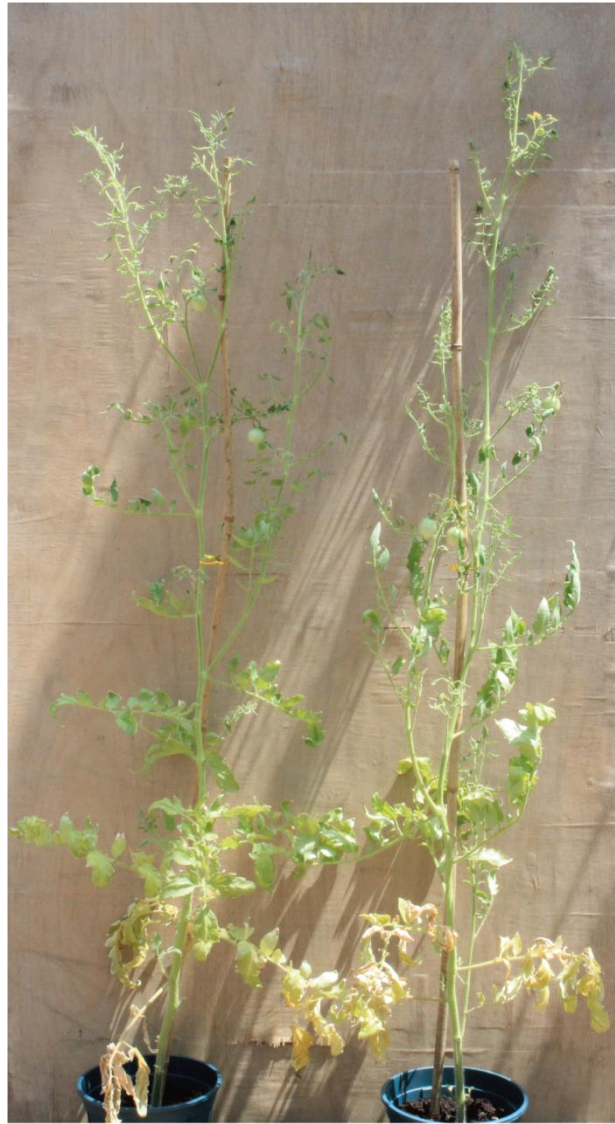

WT

*pSIPR10::SIMYB31* #5-2

**Figure S10.** Transgenic AC plants expressing *pSIPR10::SIMYB31* display comparable growth as WT plants in a greenhouse under natural light conditions. Two-month-old plants are shown.

**Table S1 Primers used in this study**

| <b>Primer name</b>                              | <b>Primer (5' to 3')</b>                                                                                                                                 |
|-------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>pSlABCG10</i>                                | F: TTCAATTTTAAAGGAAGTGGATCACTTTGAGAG<br>R: TTATCGCGGTTGGTTAGAC                                                                                           |
| <i>pSlHH3</i>                                   | F: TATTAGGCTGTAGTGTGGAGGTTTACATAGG<br>R: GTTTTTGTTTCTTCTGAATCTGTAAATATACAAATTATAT<br>AATGG                                                               |
| <i>GUS</i>                                      | F: ATGTTACGTCCTGTAGAAACCC<br>R: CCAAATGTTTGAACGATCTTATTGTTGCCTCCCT                                                                                       |
| <i>GFP</i>                                      | F: ATGGTGAGCAAGGGCGAGGA<br>R: CTTGTACAGCTCGTCCATGCC                                                                                                      |
| <i>SlMYB31-2HA</i>                              | F: ATGGGAAGGCCACCTTGC<br>R: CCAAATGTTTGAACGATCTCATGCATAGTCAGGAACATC<br>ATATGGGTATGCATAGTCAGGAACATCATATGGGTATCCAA<br>AAAAGTCAGCAGATTCACCCAAAC             |
| <i>ABCG10-qPCR</i><br>( <i>Solyc04g070970</i> ) | F: CCTGGACCTAGTGTTCCTG<br>R: CCAAACCTAAGCCCTGAGCA                                                                                                        |
| <i>BCAD-qPCR</i><br>( <i>Solyc06g059840</i> )   | F: CACATGTCAAGAACCAGAGGC<br>R: AAACAATTCTGTCAATGCAGGCT                                                                                                   |
| <i>FP-qPCR</i><br>( <i>Solyc01g105620</i> )     | F: TACCAATTGTCCACGTGCC<br>R: GTCTCCGCCCTGAAATCTGT                                                                                                        |
| <i>HH3-qPCR</i><br>( <i>Solyc05g032680</i> )    | F: GGACAGAAAGTTTAAGTGGGAACC<br>R: GTAGCCCCAACGATCGTCAT                                                                                                   |
| <i>IQM2-qPCR</i><br>( <i>Solyc01g005800</i> )   | F: GCAGTTTCTCGTTGGTCGAG<br>R: TGTCGTGGGTCGATAGCTTCA                                                                                                      |
| <i>KIN5D-qPCR</i><br>( <i>Solyc09g007030</i> )  | F: AAGTTACCTCTGAAGTTCTCCTCAACT<br>R: TTGCAGCCAGCTCCTCAAAC                                                                                                |
| <i>LECRK4-qPCR</i><br>( <i>Solyc09g075910</i> ) | F: TGTCTGGGGACTTTGCCTTC<br>R: TCAGCTGGATTGTCGCGATT                                                                                                       |
| <i>SNL6-qPCR</i><br>( <i>Solyc06g061280</i> )   | F: ACGCTTCCACTCGATTAGGC<br>R: ACGACGACTCGCCATGATTT                                                                                                       |
| <i>STK-qPCR</i><br>( <i>Solyc08g061250</i> )    | F: GCCGGAAGGGGATGATACTC<br>R: TCATTGTCGTCAAATGACCTGT                                                                                                     |
| <i>TS11-qPCR</i><br>( <i>Solyc09g090990</i> )   | F: TCAAGTACTTTATTGGACCACCTTC<br>R: TCAAGTACTTTATTGGACCACCTTC                                                                                             |
| <i>WSD1-qPCR</i><br>( <i>Solyc01g011430</i> )   | F: AGCTGTCGGAATTCAGGCTT<br>R: AATCCAATTCCTCCATTTTGCC                                                                                                     |
| <i>PR10-qPCR</i><br>( <i>Solyc09g090980</i> )   | F: ATGAACTTTGTTGAAGGTGGAC<br>R: GGCAATTGATTCCAATTTGTACC                                                                                                  |
| <i>NB-ACT-qPCR</i>                              | F: CTTGAAACAGCAAAGACCAGC<br>R: CATCCTATCAGCAATGCCCCG                                                                                                     |
| <i>SLACTIN-qPCR</i>                             | F: TTGCTGACCGTATGAGCAAG<br>R: GGACAATGGATGGACCAGAC                                                                                                       |
| <i>Sl-Actin</i>                                 | F: ACAACTTTCCAACAAGGGAAGAT                                                                                                                               |

|                       |                                                        |
|-----------------------|--------------------------------------------------------|
| <i>(LOC101262163)</i> | R: TGTATGTTGCTATTCAG GCTGTG                            |
| <i>BC-Cutin</i>       | F: ATTCCACAATATGGCATGAAATC<br>R: ATGTTATCTC ATGTTATCTC |

How the deposited data were processed for this re-analysis (not part of the article)

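RNA-seq of tomato cv. Ailsa Craig covered 5 tissues: exocarp and mesocarp of mature green fruits (30 days post-anthesis), exocarp and mesocarp of red ripe fruits (7 days post-breaker), and leaves pooled from both stages. Each tissue had 2 biological replicates. Tissue and replicate number were taken from the sample labels and the stages from the paper. The series' design text lists green exocarp 2 times and leaves out green mesocarp, while the labels of the single samples and the paper give both, and these were followed.

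The authors deposited raw counts per gene for each library, made by a sequencing company. They also deposited FPKM values of the same genes, which are counts divided by transcript length and library size. The paper's text, the supplementary text and the labels do not name the aligner, the counting tool, the genome build or the annotation, and they do not say how reads that fit several genes were counted, so genes with close copies are uncertain. Poly(A) selection limits the counts to polyadenylated transcripts, and FPKM depends on the transcript lengths the authors used. Each table held one column per library, and none of the columns was left out.

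Total counts ranged from 30945619 to 45637676 per library, with a median of 36288176.5. A level of 3 counts, between 0.0657 and 0.0969 CPM by library total and between 0.0692 and 0.101 CPM after TMM scaling, was taken as the smallest a library can show. A fold change against a tissue whose libraries all lay at or under 3 counts was computed in TMM-normalized CPM against the mean of its libraries' scaled floors and given as a lower bound. Such floors cover counting error only.

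From the counts, genes were filtered with filterByExpr by tissue (22801 genes kept), scaled by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with all 10 libraries in one model and contrasts of green exocarp against green mesocarp, red exocarp against red mesocarp, green and red exocarp against leaves, green against red exocarp, and the difference of the exocarp-to-mesocarp changes between the stages. The biological coefficient of variation was 0.153. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p-value under 0.05 was called, since the paper gives P under 0.05 for its statistics and no threshold for the DEGs. Standard errors were derived from the log2 fold change and its F statistic. With 2 libraries per tissue, an exact permutation test of a pair of tissues cannot pass a threshold of 0.05, so none is given.

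From the FPKM values, means over the 2 replicates were compared with the criteria of the paper: under 50 in leaves, and exocarp at least 10 times mesocarp at both stages. A mean exocarp FPKM of at least 1 at each stage was added so that ratios of values near 0 do not count.

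The test was tried on simulated counts drawn from the mean of each gene over all libraries and from the library sizes. Every tissue had the same means, except for 200 genes changed in green exocarp, and every gene and library had the same dispersion. The edgeR test called 198 of the 200 changed genes (99%) and 12 unchanged genes among 21254 tested, a false share of 5.71%. DESeq2 called 192 (96%) and 30 unchanged genes among 21255, a false share of 13.5%. These shares hold for that setting alone. The unequal replicate spread and the many differences between tissues of the real libraries were not simulated, so error rates under them remain unknown.

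The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or total counts in place of TMM, no filter on low counts, only the compared tissues in the fit, the replicate number as a block, stricter thresholds, each library left out in turn, and for the FPKM criteria other minimums, pseudocounts and leaf limits. The pairing in the block comes from the replicate numbers in the sample titles. A fit that leaves out a library leaves its tissue with 1 library, so only values and no calls were taken from it. Random lists for gene sets were matched on mean expression and drawn 10000 times. Scripts ran in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

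The genes named in the text are those the paper names with an identifier, and, by a rule set in advance, the genes with the largest log2 fold changes in each direction among those past the threshold with at least 10 CPM in the higher tissue and every library of one tissue over every library of the other. The files do not pair identifiers with names, and none of their identifiers matched the 41476 genes of the RefSeq table at hand, so at most 2 unnamed identifiers per direction are printed and no coordinates are given. SlANT1 and SlMYB31 were not analysed here, since the paper gives no identifier for them. KEGG assignments, gene descriptions, RT-qPCR values and the reporter and transgenic experiments were not analysed here.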

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

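Of the tests in this part, the scaling tests of the green against red exocarp difference and the subtraction of carried-over exocarp tissue for SlKIN5D and SlTSI1, with its Poisson limits, were chosen after the result was seen, as were the minimum of 5 FPKM and the subtraction of carried-over tissue for the genes with a stage difference. The results here are differences between the stages that passed a test of the difference itself, and genes outside those the paper names.

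The exocarp-to-mesocarp log2 fold change of 4866 of 22801 genes differed between the mature green and red ripe stages (2383 larger and 2483 smaller at the green stage; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 7767 genes had an unadjusted p-value under 0.05). With the 2 other scalings of the libraries there were at least 4786 genes, and total counts shared 4492 of the 4866 (92.3%). Under total counts 2010 of 4786 (42.0%) were larger at the green stage, against 49.0% under TMM. Thinning every library to the smallest total gave 4735 genes, and leaving out the 10 most abundant genes gave 4860. Transcript length correlated with the difference by a Spearman's rho of 0.0224 across genes, which are not independent replicates. Mesocarp tissue in the dissected exocarp, in a different share at each stage, would shrink a difference but not turn it round, and 14.2% of the 4866 genes had an adjusted p-value under 0.05 at both stages in opposite directions (331 of these 693 genes were higher in green exocarp and 362 in red exocarp). Exocarp tissue in the dissected mesocarp was taken as up to 1.57% at the green and 0.424% at the red stage, the lowest mesocarp-to-exocarp ratios of genes with at least 100 FPKM in exocarp. With that share or none subtracted at each stage, 99.6% of the genes with FPKM over 0 in all 4 tissues kept their direction and at least 2/3 of the log2 difference in each combination. Mesocarp tissue in the exocarp within the limits that Solyc03g112200.1 sets (0.117% and 0.236%) left 99.8% so, but those limits hold only if the plants that gave the exocarp carry the gene, so for genes without opposite directions a larger share cannot be ruled out. The leading hypothesis is that ripening changes exocarp and mesocarp differently in a part of these genes. Sampling dates and batches are not given in the labels or the paper's text. A batch that followed the stage and moved both tissues alike would cancel in this difference. A batch that moved exocarp and mesocarp of a stage differently could not be told apart from the stage.

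Among the 12 candidate genes, 2 had an exocarp-to-mesocarp change that differed between the stages. The log2 fold change of SlKIN5D (Solyc09g007030.3) was 4.94 at the green stage and 6.16 at the red stage, a difference of -1.22 (standard error 0.32, adjusted p = 0.0294, from 0.0204 to 0.0461 over the 6 alternatives with a test). That of SlTSI1 was 3.40 and 5.77, a difference of -2.37 (standard error 0.57, adjusted p = 0.0207, from 0.00136 to 0.0310 over the 6 alternatives). With one library left out at a time, the differences ranged from -1.48 to -0.89 for SlKIN5D and from -3.61 to -1.80 for SlTSI1. Exocarp tissue carried into the dissected mesocarp was weighed as a cause, with its share set at those same ratios, 1.57% and 0.424%. After that share was subtracted, the log2 difference of the FPKM ratios went from -1.34 to -1.0 for SlKIN5D and from -2.71 to -2.93 for SlTSI1, with both shares subtracted. With the green share alone subtracted, the differences were -0.47 for SlKIN5D and -2.47 for SlTSI1. Of 11985 genes with at least 10 CPM in green exocarp, 13 had a mesocarp-to-exocarp ratio under 1.57%. The 95% Poisson limit on the green share was 1.05% from the gene that gave the lowest limit by itself and 1.69% when all 11985 genes were allowed for, and these left -0.81 and -0.37 for SlKIN5D and -2.56 and -2.45 for SlTSI1. How much of the SlKIN5D difference carry-over at the green stage may explain thus depends on the limit, and a part of it cannot be told apart from carry-over. For SlTSI1 it is a small part under each limit. The mesocarp values of both genes rest on 3 to 45 counts per library, and reads shared between SlTSI1 and its neighbour SlPR10 were not excluded.

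The exocarp-to-leaf log2 fold change of SlPR10 was 2.21 larger at the green than at the red stage (higher in both green than in both red exocarp libraries), and 14108 genes differed in the same comparison, which is that of green with red exocarp. For SlPR10 the difference was 2.26 or more under the 2 other scalings, 2.21 after thinning to the smallest total and 2.20 without the 10 most abundant genes. For the number of genes the corresponding values were 14030, 13973 and 14110, with 12096 of the 14108 genes (85.7%) shared under total counts. None of these tests of scaling, depth and abundant genes removed either result. A batch that followed the stage would not cancel in this comparison and could not be told apart from the stage. The paper also measured SlPR10 in green and red exocarp by RT-qPCR (Fig. 1d), which was not analysed here. The share of genes higher in green exocarp did depend on the scaling, with 52.0% under TMM and 66.2% under total counts, which shift the median log2 difference of all genes by 0.32. A biological hypothesis is that SlPR10 transcript falls in the exocarp as the fruit ripens, on top of a wide change in the exocarp transcriptome.

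Outside the 12 candidates, 182 genes met both FPKM criteria, 1 of them an unannotated locus. The means were not carried by one of the 2 libraries for most of them, since 113 met the criteria in every library. Scaling of the FPKM to library totals does not account for most of them either, since 178 kept ratios of at least 10 in TMM-normalized CPM, and transcript length cancels in a ratio of the same gene. Ratios between low values remain a candidate explanation for a part, since 89 of the 182 remained with a minimum of 5 FPKM in exocarp, which removes low genes whatever gave their ratio, 147 with a pseudocount of 0.1 and 40 with a pseudocount of 1. Against the 12 candidates, 14 of the 182 had a higher exocarp FPKM, averaged over the stages, than SlABCG10. This average can hide a low level at a stage. The lowest of the 14 had 1.72 FPKM in red exocarp against 46.4 in leaves, although others of the 14 were over leaves at both stages.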

How the results depend on the processing

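All alternatives were set before the data were examined, except those said to be chosen afterwards. Under 6 of them (DESeq2, DESeq2's size factors, total counts, no filter, only the compared tissues, and the replicate block) the number of genes stayed within 1.5 times the main one: 6398 to 8662 DEGs between exocarp and mesocarp at the green stage and 7918 to 8854 at the red stage, 15141 to 16577 for green and 16496 to 17208 for red exocarp against leaves, 2540 to 3486 in all 4 comparisons, and 4288 to 5711 genes with a difference between the stages. The fit of the compared tissues alone kept 73.8% of the green exocarp-to-mesocarp DEGs. For the alternatives below, the cause of a change was not tested.

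With the replicate block there were 7585, 7918, 15710 and 16913 DEGs in the 4 comparisons, 3008 in all 4 and 4373 with a difference between the stages. The correlation of same-numbered libraries lay between -0.0475 and 0.0645.

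Stricter thresholds moved most of the counts. An adjusted p-value under 0.01 gave 5168 and 5435 DEGs between exocarp and mesocarp, 1754 in all 4 comparisons and 2390 genes whose exocarp-to-mesocarp difference differs between the stages. An adjusted p-value under 0.05 with an absolute log2 fold change of at least 1 gave 4523, 4380, 1462 and 2891. For green and red exocarp against leaves, the first of these settings gave 13461 and 14980 and the second 11095 and 12490. Those leaf counts stayed within 1.5 times the main ones. DESeq2 with an adjusted p-value under 0.01 and the same fold change gave 3927 and 3850 against mesocarp, 9615 and 10903 against leaves, 1251 in all 4 comparisons and 2660 with a difference between the stages. The same thresholds in edgeR, chosen after the data were seen, gave 3367, 3262, 9875, 11383 and 1035 in all 4. DESeq2 with only the compared tissues and these thresholds, also chosen afterwards, gave 3658, 3344, 10110, 11355 and 920.

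Total counts in place of TMM shifted the median log2 fold change of all genes by -0.12 for green exocarp against mesocarp, 0.30 for green exocarp against leaves and 0.32 for green against red exocarp. DESeq2's size factors shifted it by -0.11 and -0.15 for green and red exocarp against leaves. Under total counts, 3165 of 8662 green exocarp-to-mesocarp DEGs (36.5%) were higher in the exocarp, against 3955 of 8281 (47.8%) under TMM, and 9306 of 14061 genes (66.2%) were higher in green than in red exocarp, against 7341 of 14108 (52.0%). For green exocarp against leaves, 9699 of 16577 (58.5%) were higher in the exocarp, against 48.8%.

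The 5 log2 fold changes of SlPR10 kept their direction and their side of the threshold under the 5 alternatives with a test. The ratio of mean FPKM for green exocarp against leaves was 7.85 on the log2 scale against 7.54, which is more than the replicate spread of 0.15. With one library left out, the log2 fold changes ranged from 5.19 to 5.37 and from 5.7 to 6.41 against mesocarp, from 7.47 to 7.64 and from 4.97 to 5.68 against leaves, and from 1.89 to 2.59 between green and red exocarp.

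The number of genes that met both FPKM criteria was 193, and 679 without a minimum, 99 with a minimum of 5 FPKM, 123 when every replicate had to meet them, 43 (3 candidates) with a pseudocount of 1 and 37 (7 candidates) with the leaf limit at 0.1 times the exocarp mean. Without replicate 1 it was 201 and without replicate 2 it was 184.

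For single genes, 471 of 474 values with a test kept direction and side, and 3 passed the threshold only in DESeq2 (the stage differences of SlABCG10, SlSTK and SlPR10). Of 392 values with a library left out, which have no test, 369 stayed within the replicate spread, 21 moved by more and 2 reversed. With one library left out at a time, the stage difference of SlSTK ranged from -2.36 to 0.16, reversed without mature green mesocarp replicate 1, and that of SlWSD1 from -0.21 to 1.56, reversed without red ripe mesocarp replicate 2. Neither passed the threshold with all libraries.

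Leaving out a library gave no call, since a tissue then had 1 library. The keyword tests of plant-pathogen and of cutin and wax genes among the DEGs were not run, since no gene descriptions were at hand. The depth limits mesocarp values of low genes most: 3 counts correspond to 0.0657 CPM or more, so ratios against red mesocarp of genes such as SlBCAD, with 6 and 0 counts there, are imprecise.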

Differences from the paper's values

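Between green exocarp and green mesocarp 8281 genes were called against the paper's 3361 DEGs. Of the alternatives set before the data were examined, an adjusted p-value under 0.05 with an absolute log2 fold change of at least 1 (4523 genes) and DESeq2 with an adjusted p-value under 0.01 and the same fold change (3927) came within 1.5 times the paper's value, and the others did not. With an adjusted p-value under 0.01 and that fold change in edgeR, chosen after seeing the values, there were 3367 genes, and with DESeq2 on the compared tissues alone at these thresholds, also chosen after seeing the values, there were 3658. For genes higher in the exocarp the count was 3955 against the paper's about 1600 in Fig. 1b, read by eye, and for genes lower in the exocarp 4326 against about 1700 in Fig. 1b, read by eye. The same 2 alternatives came within 1.5 times (2127 and 1828 higher, 2396 and 2099 lower), the others set before the data were examined did not, and the 2 settings chosen after seeing the values gave 1575 and 1746 higher and 1792 and 1912 lower.

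Between red exocarp and red mesocarp 8535 genes were called against the paper's 2929. The alternatives with an adjusted p-value under 0.05 and the fold change limit (4380) and with DESeq2 at 0.01 and the fold change limit (3850) came within 1.5 times, and the others set before the data were examined did not. The settings chosen after seeing the values gave 3262 and 3344. The 4123 genes higher in the exocarp stand against the paper's about 1500 in Fig. 1b, read by eye, where the same 2 alternatives (2165 and 1859) came within 1.5 times. The 4412 genes lower in the exocarp stand against about 1400 in Fig. 1b, read by eye, where only DESeq2 at 0.01 with the fold change limit (1991) did among those set before the data were examined. The settings chosen after seeing the values gave 1561 and 1692 higher and 1701 and 1652 lower.

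Between green exocarp and leaves 16198 genes were called against the paper's 9254. An adjusted p-value under 0.01 (13461), 0.05 with the fold change limit (11095) and DESeq2 at 0.01 with the fold change limit (9615) came within 1.5 times, and the other alternatives set before the data were examined did not. The settings chosen after seeing the values gave 9875 and 10110. The 7897 genes higher in the exocarp stand against the paper's about 3900 in Fig. 1b, read by eye, where 0.05 with the fold change limit (4864) and DESeq2 at 0.01 with the fold change limit (4090) came within 1.5 times, as did the settings chosen after seeing the values (4378 and 4111). The 8301 genes lower in the exocarp stand against about 5400 in Fig. 1b, read by eye, where total counts (6878), the replicate block (8029), an adjusted p-value under 0.01 (6877), 0.05 with the fold change limit (6231) and DESeq2 at 0.01 with the fold change limit (5525) came within 1.5 times, as did the settings chosen after seeing the values (5497 and 5999), and DESeq2, its size factors, no filter and the compared tissues alone did not.

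Between red exocarp and leaves 17304 genes were called against the paper's 10362. An adjusted p-value under 0.01 (14980), 0.05 with the fold change limit (12490) and DESeq2 at 0.01 with the fold change limit (10903) came within 1.5 times, and the other alternatives set before the data were examined did not. The settings chosen after seeing the values gave 11383 and 11355. The 8149 genes higher in the exocarp stand against the paper's about 3800 in Fig. 1b, read by eye, where 0.05 with the fold change limit (4907) and DESeq2 at 0.01 with the fold change limit (3920) came within 1.5 times, as did the settings chosen after seeing the values (4528 and 4071).

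In all 4 comparisons 3273 genes were called against the paper's 755. None of the alternatives set before the data were examined closed the gap, and the nearest was DESeq2 at 0.01 with the fold change limit (1251). The settings chosen after seeing the values gave 1035 with edgeR and 920 with DESeq2 on the compared tissues alone, both within 1.5 times.

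The paper lists SlTSI1 among the genes whose exocarp level reached the required multiple of the mesocarp level at both stages. Its ratio of mean FPKM at the green stage was 9.87, under the limit of 10. It met the criteria in TMM-normalized CPM and in the values without replicate 1, under which all 12 candidates did.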

Other observations

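In this part, the Poisson limits on carry-over and the tests of placement by identifier, of SlTSI1 reads and of genes without counts in exocarp were chosen after the result was seen.

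A set of 18 genes had at most 3 counts in each of the 4 exocarp libraries and at least 10 CPM in each of the 4 mesocarp libraries, where their levels ran from 10.1 to 74.7 CPM, and 10 of them had no exocarp count at all. At the lowest mesocarp level of each gene, an exocarp library would have had a median of 588 counts. With exocarp and mesocarp exchanged there were 0 such genes. Exocarp tissue carried into the dissected mesocarp would leave counts of exocarp genes there, so this 0 may reflect carry-over and is no evidence by itself. Of the 18 genes, 14 also had at least 10 CPM in both leaf libraries, so their counts were missing from exocarp and present in both other tissues. For comparison, 15 genes had at most 3 counts in both leaf libraries and at least 10 CPM in all 8 fruit libraries. The same asymmetry appears in ratios at the green stage, where carry-over of exocarp into mesocarp could give it as well. Of 4786 genes with at least 50 CPM in mesocarp, 20 had an exocarp level under 0.1% of it, 10 had 0.1% to 1% and 29 had 1% to 10%, while of 4662 genes with at least 50 CPM in exocarp, 0 had a mesocarp level under 1% and 162 had 1% to 10%. At the red stage it does not hold under 1%: of 4084 genes with at least 50 CPM in mesocarp, 5 had an exocarp level under 0.1%, 6 had 0.1% to 1% and 18 had 1% to 10%, and of 3953 genes with at least 50 CPM in exocarp, 0, 16 and 68 had such mesocarp levels. Solyc03g112200.1, chosen here after its values were seen, had no count in exocarp, which limits mesocarp RNA in the exocarp libraries to 0.117% at the green stage and 0.236% at the red stage if the carried-over mesocarp used the gene. Reads counted on a neighbouring gene in exocarp would leave a neighbour by identifier that is at least 2-fold higher in exocarp, and 0 of the 17 genes with a Solyc identifier had one. A variant carried by the plants that gave the exocarp, such as a missing stretch of genome, would also remove the counts of neighbours. Of 17 neighbouring genes with at least 1 CPM in mesocarp, 2 had an exocarp level under 5% of the mesocarp level, and the 17 genes lay on 7 chromosomes, so a few such stretches together with single-gene variants could give the pattern. Without the reads or a genome this explanation cannot be told apart from genes that are switched off in the exocarp. Whether exocarp and mesocarp came from the same plants is the first thing to establish.

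SlPR10 in mesocarp libraries could come from exocarp tissue carried into the dissected mesocarp. Among 1154 genes with at least 100 FPKM in green exocarp, the lowest mesocarp-to-exocarp ratio was 1.57%, which is 56.0% of the SlPR10 ratio of 2.80%. Among 1040 such genes in red exocarp the lowest was 0.424%, which is 28.9% of the SlPR10 ratio of 1.47%. The lowest 95% Poisson limit that a single gene with at least 10 CPM in exocarp gave on the carried-over share was 1.05% at the green and 0.266% at the red stage, which is 37.5% and 17.2% of the SlPR10 ratio of the pooled counts. With all 11985 and 10323 such genes allowed for, the lowest limits were 1.69% and 0.657%, or 60.3% and 42.6% of it. Carried-over exocarp may therefore give a part of the SlPR10 signal in mesocarp, at most these percentages under each limit, and a low level of SlPR10 transcript in mesocarp itself remains a hypothesis at both stages. SlPR10 ranked 26 among the lowest ratios at the green stage and 25 at the red stage.

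The green exocarp replicates differed at least 2-fold in 416 genes, 354 of them higher in replicate 2, although their totals were nearly equal. Different shares of mesocarp tissue in the 2 libraries would move genes that are higher in exocarp and genes that are higher in mesocarp apart. The 492 genes at least 4-fold higher in red exocarp had a median log2 ratio of replicate 1 to 2 of 0.0121, at percentile 15.0 of matched random lists, and the 208 genes higher in red mesocarp had -0.0238, at percentile 0.28, under the central 95% of its lists (-0.00732 to 0.0605). The medians have opposite signs, but against the matched lists both sets lay toward the low end, the first within the central 95%, so the libraries did not show the opposite shifts that different shares would give. Transcript length correlated with the ratio by a Spearman's rho of 0.0649 across genes. No biological explanation was tested, since the design gives none for a difference between replicates.

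SlPR10 was higher in replicate 1 than in replicate 2 of red exocarp (1707 and 1049 CPM). The 364 genes higher in green exocarp had a median log2 ratio of 0.0270 between these libraries, at percentile 99.96 of matched random lists, and the 156 genes higher in green mesocarp had -0.0355, at percentile 5.04. The first moved as different shares of mesocarp tissue would have it and the second stayed within the central 95% of the lists, and both shifts are small beside that of SlPR10. These are single libraries, and no biological explanation was tested.

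The 192 genes with a Solyc identifier that met both FPKM criteria formed 16 pairs of adjacent identifiers. Lists of the same size matched on exocarp expression had a mean of 1.43 pairs and at most 8 in 10000 draws (permutation p = 1e-04, the smallest these draws can give), so chance placement does not account for them. A candidate explanation is neighbouring copies that share regulation, or reads shared between such copies, which was not tested for want of sequences. SlPR10 and SlTSI1 also have adjacent identifiers, but SlTSI1 did not meet both criteria and is in none of these pairs. The gene before SlPR10 by identifier did meet them, with a green ratio of 16.0 and a red ratio of 49.0. The SlTSI1 count was from 0.147% to 2.44% of the SlPR10 count over the libraries. If the lowest of these shares came from SlPR10 reads throughout, such reads would make up 16.2% of the SlTSI1 count in red exocarp, so most SlTSI1 counts there remain unexplained by SlPR10 reads at a uniform share. The lowest share was in green exocarp itself, where such reads would make up the whole SlTSI1 count in one library and 85.1% in the other, so SlTSI1 in green exocarp cannot be told apart from reads of SlPR10.

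The RT-qPCR of the paper was scaled to SlACTIN, for whose primers no identifier is given. The values here are those of Solyc03g078400.3, taken to be the same gene. In these libraries SlACTIN FPKM, which is not TMM-scaled, differed up to 5.05-fold between tissues. The range was smaller in TMM-normalized CPM, from 404 in leaves to 1514 in green mesocarp. Its log2 fold change of exocarp over mesocarp was -0.52 (standard error 0.08, adjusted p = 0.00151 from edgeR's quasi-likelihood test) at the green stage and -0.71 (standard error 0.08, adjusted p = 0.000280) at the red stage, lower in both exocarp than in both mesocarp libraries, and it was 1.01 higher in green than in red exocarp (adjusted p = 9.66e-06). The FPKM of SlPR10 was 16.9 times that of SlACTIN in green exocarp and 7.37 times in red exocarp, 0.304 times in green mesocarp, 0.0655 times in red mesocarp and 0.237 times in leaves. SlABCG10 was 0.612 and 0.156 times SlACTIN in green and red exocarp.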
